# Notum regulates the cusp and root patterns in mouse molar

**DOI:** 10.1038/s41598-024-64340-w

**Published:** 2024-06-13

**Authors:** Dinuka Adasooriya, Ju-Kyung Jeong, Minjae Kyeong, Shiqi Kan, Jiwoo Kim, Eui-Sic Cho, Sung-Won Cho

**Keywords:** Notum protein, Molar, Tooth crown, Tooth root, Wnt signaling, Morphogenesis, Developmental biology, Morphogenesis, Body patterning

## Abstract

*Notum* is a direct target of Wnt/β-catenin signaling and plays a crucial role as a Wnt inhibitor within a negative feedback loop. In the tooth, *Notum* is known to be expressed in odontoblasts, and severe dentin defects and irregular tooth roots have been reported in *Notum*-deficient mice. However, the precise expression pattern of *Notum* in early tooth development, and the role of *Notum* in crown and root patterns remain elusive. In the present study, we identified a novel *Notum* expression in primary enamel knot (EK), secondary EKs, and dental papilla during tooth development. *Notum*-deficient mice exhibited enlarged secondary EKs, resulting in broader cusp tips, altered cusp patterns, and reduced concavity in crown outline. These alterations in crown outline led to a reduction in cervical tongue length, thereby inducing root fusion in *Notum*-deficient mice. Overall, these results suggest that the secondary EK size, regulated by the Wnt/Notum negative feedback loop, has a significant impact on the patterns of crown and root during tooth morphogenesis.

## Introduction

*Notum*, identified as a palmitoleoyl-protein carboxylesterase, functions both as a target and modulator within the Wnt/β-catenin signaling pathway. Wnts undergo O-linked palmitoleoylation at a conserved serine, necessary for binding to Fzd receptors. *Notum* removes the O-linked palmitoleate modification, thereby deactivating Wnts^1^. Notum plays a pivotal role in tracheal patterning, neural and head development, and bone and intestine homeostasis by downregulating Wnt/β-catenin signaling in a negative feedback loop^2–4^.

A recent study reported dentin defects and irregular, short roots in *Notum-*deficient mice^5^. Subsequent investigations revealed the expression of *Notum* specifically in the progenitors of odontoblasts adjacent to Hertwig’s epithelial root sheath, and single-cell RNA sequencing analyses also reported *Notum* expression in early odontoblasts near the cervical loop during root formation^6,7^. While it has been reported that crown shape and enamel remain normal across all molars^5^, a comprehensive analysis of crown morphology was lacking. The precise *Notum* expression pattern in early tooth development and its role in crown patterning remains elusive.

In the present study, we investigated the gene expression pattern of *Notum* using RNA in situ hybridization and single-cell RNA sequencing analysis. Furthermore, we explored the roles of *Notum* in tooth morphogenesis by examining the phenotypic changes in cusp patterns, crown outlines, cervical tongue patterns, and root patterns through geometric morphometric analysis of molars in *Notum*-deficient mice. We found a notable increase in the size of secondary enamel knot (EK) in *Notum*-deficient mice and demonstrated the interconnected nature of sequential processes from secondary EK to root pattern in molars of *Notum*-deficient mice.

## Materials and methods

All methods, including the animal experiments, were approved by the Yonsei University Health System Institutional Animal Care and Use Committee (YUHS-IACUC) under the approval number 2020−0279. All the procedures were performed in accordance with the guidelines and regulations of this committee and the Animal Research: Reporting In Vivo Experiments (ARRIVE 2.0) guidelines.

### Animals

F0 *Notum* knockout mouse (*Notum*^*em*1*(IMPC)Tcp*^) generated on the C57BL/6N background strain were purchased from the international mouse phenotyping consortium (IMPC) (www.mousephenotype.org) and mated with C57BL/6N wild type mice to get the F1. F2 and above generations of mice (*Notum*^+*/*+^ and *Notum*^*−/−*^) were used for the study after euthanization utilizing CO_2_ exposure at selected postnatal ages and embryonic days. A mix of males and females was assigned without considering the sex, and at least one individual from each sex was included in each group after screening for the genotype with PCR. Approximately 90% of *Notum*^*−/−*^ mice display perinatal lethality.

### Single-cell RNA sequencing analysis of publicly available datasets

Publicly available scRNA-seq datasets of E14.5 and E16.5 mice molar were retrieved from the Gene Expression Omnibus (GEO) under the accession numbers GSE189381^8^ and GSE162413^9^. These datasets were available as pre-processed count matrices. The single-cell RNA-seq datasets were processed, explored, and visualized using Cellenics® community instance (https://scp.biomage.net/) hosted by Biomage (https://biomage.net/).

Pre-filtered count matrices were imported into the Cellenics®, and the barcodes were sequentially filtered using the automatic filtering settings in the four filtering steps: cell size distribution filter, mitochondrial content filter, number of genes vs UMI filter, and doublet filter. After the filtering and QC, a total of 30,744 cells for E14.5 and 29,307 for E16.5 were included in the final visualization and clustering. The two E14.5 datasets and the E16.5 datasets were separately integrated with the "Harmony" method and normalized with the "LogNormalize" function. The top 2000 highly variable genes (HVGs) were selected using the variance stabilizing transformation (VST) technique. Dimensionality reduction is performed to summarize and visualize the data with Principal-component analysis (PCA) with 30 Principal Components (PCs) for both E14.5 and E16.5, explaining over 90% of the total variation within the datasets. Cell clusters were generated with the Louvain method and visualized using Uniform Manifold Approximation and Projection (UMAP) embedding at a resolution of 0.3. All cell clusters were manually annotated using the available literature^8,9^.

### Whole-mount RNA in situ hybridization

Tooth germs were dissected from the mandibles and maxillae of *Notum*^+*/*+^ and *Notum*^*−/−*^ mice at E14.5, E16.5, E17.5, and E18.5 on DEPC-PBS and fixed in 4% PFA in DEPC-PBS overnight at 4 °C. To facilitate the permeabilization, they were treated with 10 µg/ml proteinase K for 45 min at room temperature. The hybridization was performed with digoxigenin-labeled *Fgf4,* and *Notum* RNA probes 1 µg/ml in hybridization solution for 20 h at 67 °C to 70 °C. Specimens were equilibrated with color reaction buffer containing Tris, MgCl_2_, NaCl, Tween 20, and 4-nitro-blue-tetrazolium (NBT)/5-bromo-4chloro-3-indolyl-phosphate (BCIP) (Roche, USA). When the appropriate color was developed, samples were washed with PBS and post-fixed with 4% PFA. Images were taken using a Leica S9D microscope equipped with a Leica M170 HD digital camera.

### Section in situ hybridization

Mandibles were dissected from E14.5 and E16.5 wild-type mouse embryos on the cold DEPC-PBS and fixed with 4% PFA in DEPC-PBS overnight at 4 °C with rocking. Samples were rinsed in DEPC-PBS and decalcified with the 10% EDTA in DEPC-PBS at 4 °C for 4 days. The decalcified samples were washed with DEPC-PBS followed by a saline wash, and dehydration began with Saline: Ethanol 1:1 solution followed by 70%, 80%, and 90% Ethanol with DEPC and 100% ethanol. Samples were cleared in xylene, followed by wax infiltration, and embedded in paraffin wax. Paraffin-embedded samples were sectioned by 5 µm, and sections were collected on glass slides. An antisense *Fgf4, Shh, Bmp4,* and *Notum* RNA probes were designed and produced by Advanced Cell Diagnostics (Newark, USA). In situ hybridization was performed with the RNAscope® 2.5 High Definition (HD) assay-brown (Advanced Cell Diagnostics) according to the user manual 322,452 (FFPE sample preparation and pretreatment) and 322,310 (RNAscope® 2.5 HD Detection Reagent-brown user manual) provided by the manufacturer. The following RNA probes were used: (1) Mm-Fgf4 (514,311, targeting NM_010202.5, nucleotide 313–1486) (2) Mm-Shh (314,361, targeting NM_009170.3, nucleotide 307–1197) (3) Mm-Bmp4 (401,301, targeting NM_007554.2, nucleotide 586–1673), (4) Mm-Notum (428,981, targeting NM_175263.4, nucleotide 406–1623), (5) Mm-Lef1 (44,186, targeting NM_010703.4, nucleotide 1361–2354). Images were taken using an Olympus BX43 microscope equipped with an Olympus DP23 digital camera.

### Micro-computed tomography and geometric morphometric analysis

Mouse hemimaxilla and hemimandibles (*Notum*^+*/*+^, *Notum*^*−/−*^ at PN14, PN35) were fixed in 4% Paraformaldehyde (PFA) in PBS. Micro-computed tomography (micro-CT) images were obtained using a micro-CT scanner (Skyscan1173, Bruker, Belgium) at 130 kV and 60 µA alongside 0.25 g/cm^3^ and 0.75 g/cm^3^ Phantom rods. Micro-CT data were reconstructed using NRecon (Version 1.6) with consistent parameters. Skull and tooth micro-CT images were converted to 3D volumes using the software 3D Slicer (Version 4.1, http://www.slicer.org) and OnDemand 3D (Version 1.0, Cybermed, Korea). Eight and seven landmarks are placed on the cusps of the 3D-reconstructed maxillary and mandibular first molars (M1), respectively, and 64 equally distanced landmarks are placed along the crown outlines of the maxillary and mandibular M1 occlusal view 2D captures (PN14 n = 10, and PN35 n = 12 per group) (Fig. 3A, G) using the software Blender (Version 3.2.1, Blender Foundation, Netherlands). Principal component (PC) analysis and discriminant function (DF) analysis with leave-one-out cross-validation were performed on Procrustes shape coordinates to define shape features using the software MorphoJ (Version 1.07a, Klingenberg lab, University of Manchester, UK).

### Scanning electron microscopy

Scanning electron microscopy (SEM) was performed on the PN35 molars of *Notum*^+*/*+^ and *Notum*^*−/−*^ mandibles and maxillae (n = 3 per group). Mandibles and maxilla samples were fixed overnight in 4% PFA in PBS. The samples were dehydrated using ethanol series, air-dried, fixed for 2 h in 1% OsO_4_, and dried with a freeze dryer (ES-2030, Hitachi, Japan). Mandibular and maxillary molar with the alveolar bone were mounted on metallic stubs and platinum coated to a thickness of 100 nm using an ion coater (E-1010, Hitachi) and imaged under the scanning electron microscope (S-3000N, Hitachi).

### Whole mount immunohistochemistry

Maxillary and mandibular molar tooth germs were isolated from *Notum*^+*/*+^ and *Notum*^*−/−*^ mice at PN0 and PN7 (n = 5 per group) (see supplementary Fig. 9A−T1 online). They were dissected in PBS and fixed in Methanol/DMSO (4:1) at 4 °C overnight and then in Methanol/DMSO/H_2_O_2_ (4:1:1) at 4 °C overnight. Samples were stored in 100% methanol at − 20 °C. The tooth germs were rehydrated with 50% Methanol in PBS, followed by PBS and then PBSMT. Next, the primary antibody (Human/Mouse E-Cadherin Antibody, R&D Systems) 1:200 diluted in PBSMT was added and incubated overnight at 4 °C. The next day, the samples were washed five times with PBSMT for 1 h each. The secondary antibody (Donkey anti-Goat IgG (H + L) Secondary Antibody, HRP, Invitrogen) 1:500 diluted in PBSMT was added and incubated overnight at 4 °C. The following day, samples were washed five times with PBSMT for 1 h each. The color reaction was performed using the DAB chromogen kit (Liquid DAB + Substrate Kit for Immunohistochemistry, GBI Labs) as described in the manufacturer's manual. Two drops of DAB chromogen were diluted in 1 ml of DAB substrate buffer, and the tooth germs were incubated in an enclosed chamber at room temperature until the appropriate color was developed. Samples were washed with distilled water and post-fixed with 4% PFA and imaged using a Leica S9D microscope equipped with a Leica M170 HD digital camera.

### RNA sequencing

Maxillary and mandibular molar tooth germs were dissected from *Notum*^+*/*+^and *Notum*^*−/−*^ littermate mouse embryos at E14.5 and E16.5 (n = 3 per biological replicate, and 2 replicates per group) in DEPC-PBS, transferred to RNAlater® solution (Life Technologies, Thermo Fisher Scientific, USA), and stored at − 20 °C. Tooth germs were homogenized in TRIZOL® (Invitrogen) with the 0.5 mm stainless steel beads using the Bullet Blender® homogenizer (Next Advance, USA). Total RNA was phase separated with chloroform and precipitated with isopropyl alcohol. The RNA pellet was washed with 75% ethanol and eluted with RNase-free water. RNA concentration and quality were assessed using RNA ScreenTape® (Agilent Technologies, Germany).

The library was prepared and sequenced on an Illumina platform, and paired-end reads were generated. After the quality control, reads were mapped into the reference genome (Mm10). The read numbers mapped to each gene were counted with featureCounts v1.5.0-p3, and the FPKM of each gene was calculated based on the length of the gene and read count mapped to the genes. Differential expression analysis of two groups (two biological replicates per condition) was performed on the read counts using the DESeq2 R package (1.20.0). The resulting P values were adjusted using the Benjamini & Hochberg method. A corrected *P*-value of 0.05 was assigned as the threshold for significantly differential expression.

### Measurement of the cusp tip area, root length, mesiodistal and buccolingual widths, and statistical analysis

The cusp tip area was measured in micro-CT sections of PN14 maxillary and mandibular M1 molars of *Notum*^*−/−*^ and *Notum*^+*/*+^ mice (n = 10 per group). The area of the cusp tip was measured 0.1 mm below the cusp tip point perpendicular to the cervical plane (see supplementary Fig. 7A−B online). The root length was measured in 3D segmented PN35 maxillary and mandibular M1 of *Notum*^*−/−*^ and *Notum*^+*/*+^ mice (n = 10 per group) (see supplementary Fig. 7C−D online). The mesiodistal and buccolingual widths were measured in 3D segmented PN35 maxillary M1 (n = 12) and mandibular M1 (n = 12) in *Notum*^*−/−*^ and *Notum*^+*/*+^ mice. Reference points were made at the most mesial and distal ends in the mesiodistal axis of the crown and the most lingual and buccal points in the buccolingual axis. Then, a three-dimensional straight line connecting two points at each axis was created, and the distance was measured.

The cusp tip area and the root length were presented as bar charts with error bars indicating the standard deviation (SD). The crown width, interradicular distance, and interradicular area data were expressed as box and whisker plots based on 12 M1 samples per group. The Mann–Whitney U test was applied for the pairwise statistical comparisons between groups, and linear regression was applied to analyze the relationship between the dimensions using the SPSS software (version 26.0; IBM Corp., USA). *P* value < 0.05 was considered a statistically significant difference.

## Results

### *Notum* was expressed in primary EK, secondary EKs, and dental papilla

To investigate the expression pattern of *Notum* during tooth development, we conducted cell clustering analysis in molars at E14.5 and E16.5, utilizing recently published single-cell RNA sequencing data sets^8,9^. The UMAP illustration showed unbiased identification of 11 clusters at E14.5 and 14 clusters at E16.5 molars (Fig. 1A, B). The differentially expressed genes in each cluster were listed in the cluster map and heatmap (see Supplementary Fig. 1−4 online). *Notum* expression was identified in a small subset of both epithelial and dental mesenchymal clusters at both E14.5 and E16.5. In the map (Fig. 1A, B) and frontal sections of the mandibular first molar (M1) (Fig. 1C−L), epithelial cells expressing *Notum* colocalized with *Shh, Fgf4, Bmp4,* and *Lef1*. Specifically, *Notum* expression in epithelial cells was localized in primary EK at E14.5 and secondary EKs at E16.5, aligning with the expression pattern of *Fgf4*, one of the EK markers. This specific expression of *Notum* within EK suggests a contributory role of *Notum* in the intricate process of cusp patterning. On the other hand, mesenchymal cells expressing *Notum* were co-localized with *Lef1* and *Bmp4* at E14.5 and E16.5 in the cluster map (Fig. 1A, B) and in sections of the mandibular M1 (Fig. 1C−L). *Notum* was expressed in a thin outer layer of dental papilla in the section (Fig. 1C, H). At E14.5 and 16.5, *Notum* was expressed in both the epithelium and mesenchyme at the cusp region. As tooth development advances, *Notum* expression persisted exclusively in the mesenchyme but diminished in the epithelium (see Supplementary Fig. 5 online).

**Figure 1:**
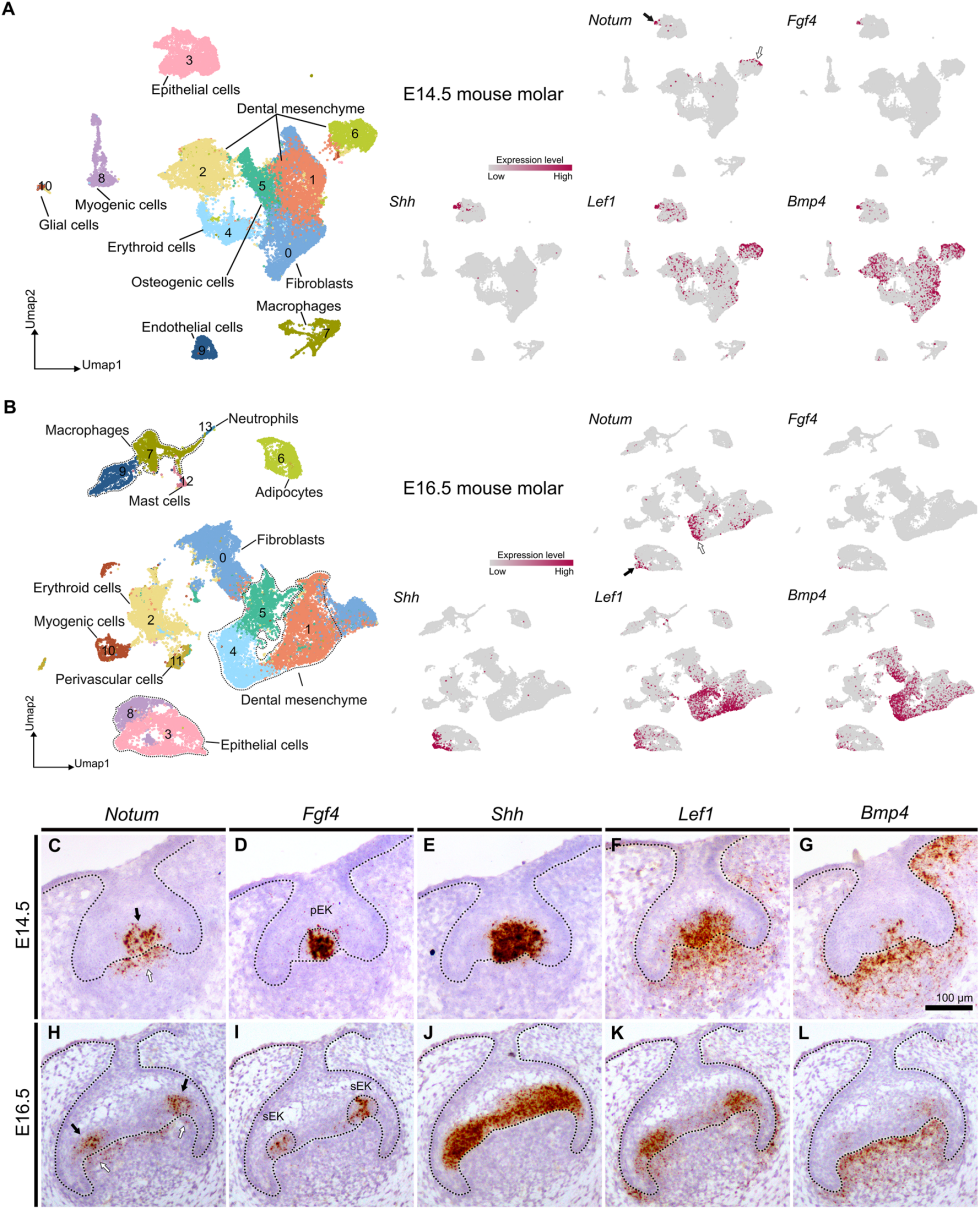
Gene expression pattern of *Notum* in developing molars at embryonic day (E)14 and E16 mouse embryos. (**A**,** B**) Single-cell RNA sequencing analysis of E14.5 and E16.5 molars depicts *Notum* expression with other known enamel knot (EK) marker genes (*Fgf4, Shh, Lef1* and *Bmp4*). Epithelial cells expressing *Notum* colocalize with cells expressing *Shh, Fgf4, Bmp4,* and *Lef1* at both stages (black arrows in A and B), while mesenchymal cells expressing *Notum* (white arrows) also express *Lef1* and *Bmp4*. **(C−L)** In the frontal sections of mandibular molars at E14.5 and E16.5, *Notum* is expressed in the primary EK (pEK) at E14.5, secondary EK (sEK) at E16.5, and in the thin outer layer of the dental papilla. *Fgf4* expression is observed at the primary EK at E14.5 and secondary EKs at E16.5. *Shh* is expressed in the primary enamel knot at E14.5, and in the inner dental epithelium at E16.5. *Lef1* and *Bmp4* are expressed in the primary EK at E14.5, secondary EKs at E16.5, and dental papilla. Scale bar, 100 µm.

## *Notum*^*−/−*^ mice displayed abnormalities in both crown and root morphology

To investigate the role of *Notum* in tooth morphology, we examined morphological changes in crown and root in PN14 molars before occlusal attrition. Notably, *Notum*^*−/−*^ mice exhibited broader tips in most cusps of both M1 and second molar (M2) (Fig. 2A–D2, Supplementary Fig. 6, supplementary Fig. 7A−B online). However, the cusp base dimension did not show a notable change in *Notum*^*−/−*^ mice. In *Notum*^*−/−*^ mice, half of maxillary M1s displayed fusion between anterostyle and enterostyle (see Supplementary Fig. 6H−L online), and many of mandibular M1s showed fusion among lingual anteroconid, buccal anteroconid, and protoconid (see Supplementary Fig. 6R−X online).

**Figure 2:**
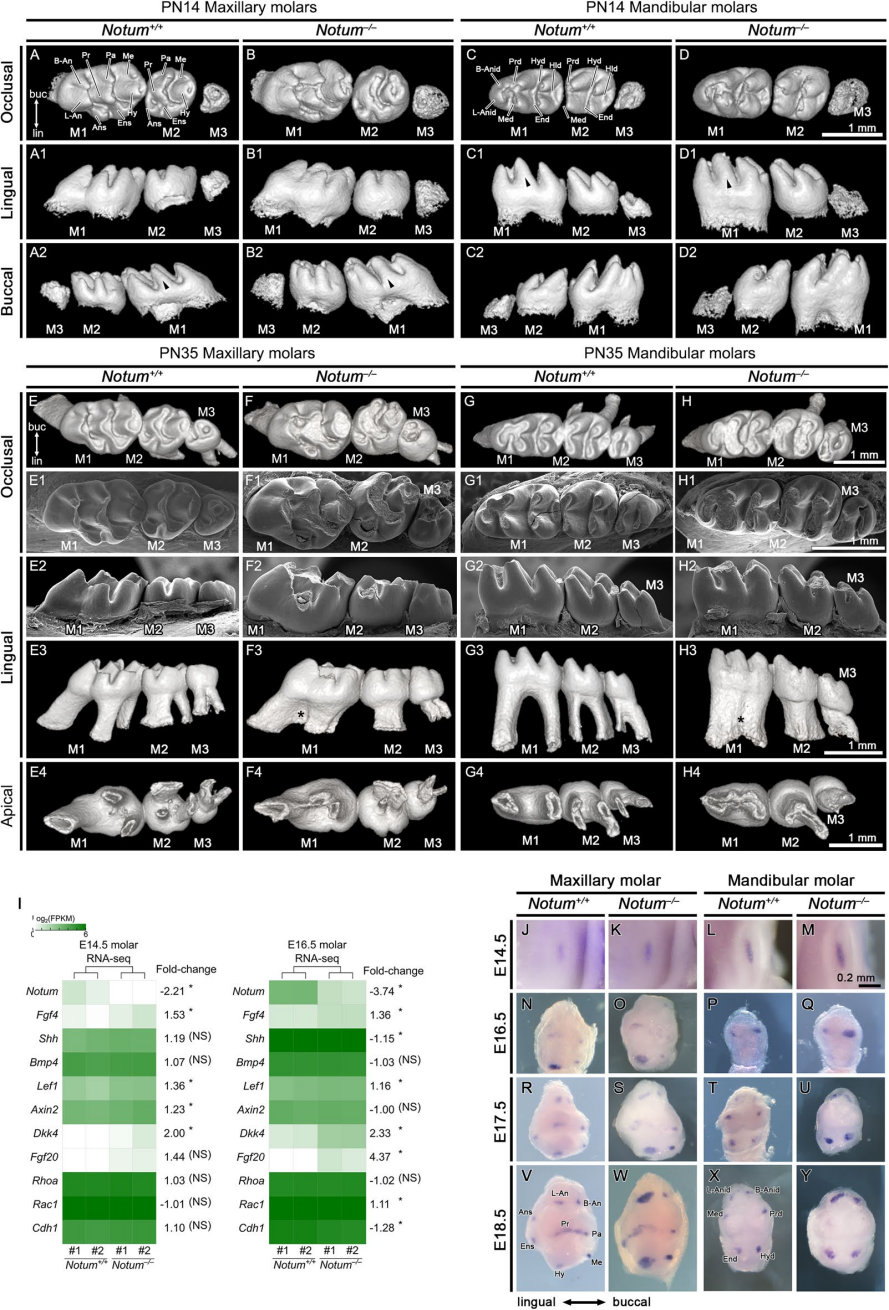
Morphological changes in crown and root of maxillary and mandibular molars in *Notum*^*−/−*^ mice at postnatal day (PN) 14 and PN35. (**A−D2**) At PN14, first molar (M1), second molar (M2), and third molar (M3) appear slightly larger in *Notum*^*−/−*^ mice compared to *Notum*^+*/*+^ mice. Broader cusp tips are observed in *Notum*^*−/−*^ molars in both occlusal view and lateral views, particularly in the paracone of maxillary M1 (arrowheads in A2 and B2) and metaconid in mandibular M1 (arrowheads in C1 and D1). (**E−H4**) At PN35, differences in crown outline and size persist, with *Notum*^*−/−*^ molars showing severe attrition. 3D-reconstructed molars reveal root fusion in maxillary and mandibular M1 of *Notum*^*−/−*^ mice in lingual and apical views. (**I**) Heat maps displaying the alterations in the expression level of selected genes in RNA-sequencing analysis of the E14.5 and E16.5 molars of *Notum*^+*/*+^ and *Notum*^*−/−*^ mice. *Notum* is significantly downregulated in *Notum*^*−/−*^ mice, while *Dkk4* and *Fgf20* are significantly upregulated at E16.5. *Fgf4* and *Lef1* show slight upregulation at both E14.5 and E16.5. Cell adhesion-related genes *Rac1* and *Cdh1* exhibit slight upregulation and downregulation, respectively, at E16.5. (**J−Y**) Expression of *Fgf4* in developing maxillary M1 and mandibular M1. *Fgf4* is expressed in the primary EK of maxillary and mandibular M1 at E14.5 and in secondary EKs from E16.5. At E16.5, E17.5, and E18.5, M1s show the enlarged secondary EKs expressing *Fgf4* in *Notum*^*−/−*^ mice compared to *Notum*^+*/*+^ mice in maxilla and mandible. B-Anid: buccal anteroconid, L-Anid: lingual anteroconid, Prd: protoconid, Med: metaconid, Hyd: hypoconid, End:entoconid, Hld: hypoconulid. B-An: buccal anterocone, L-An: lingual anterocone, Ans: anterostyle, Pa: paracone, Pr: protocone, Ens: enterostyle, Me: metacone, Hy: hypocone, lin: lingual, buc: buccal. Scale bars in A**−**H4, 1 mm and J**−**Y, 0.2 mm. * P < 0.05, NS: non-significant.

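For the heat maps, RNA was sequenced from molars of Notum+/+ and Notum−/− embryos, with 2 libraries of each genotype at E14.5 and 2 at E16.5. The 2 libraries of a group may come from one pool of tissue, and embryo sex differed with genotype. The p-values below therefore do not isolate genotype. The values given are the authors' FPKM (fragments per kilobase of gene, scaled for the depth of the library). Notum (ENSMUSG00000042988), the gene disrupted in these mice, is listed on the minus strand of chromosome 11 of mm10 from 120653788 to 120661175. At E14.5 its level was 2.65 and 1.85 FPKM in the 2 Notum+/+ libraries (mean 2.25 ± 0.566, SD, n = 2) and 1.00 and 1.04 FPKM in the 2 Notum−/− libraries (mean 1.02 ± 0.0264, SD, n = 2), so that the Notum−/− mean was 45.3% of the Notum+/+ mean. On log2(FPKM + 0.1), the fold change was −1.05 (standard error 0.21), and the adjusted p was 0.237 (limma with Benjamini-Hochberg adjustment over the 18187 genes tested at this age). Both Notum−/− libraries lay below both Notum+/+ libraries, but an exact permutation test of 2 libraries against 2 cannot go below p = 0.333. The adjusted p of Notum at E14.5 depended on the model. It was 0.0371 when all 8 libraries were fitted together and 0.0230 with voom, limma's model for read numbers, and it ranged from 0.0230 to 0.416 over all the settings tried. At E16.5 the level of Notum was 9.45 ± 0.170 FPKM (SD, n = 2) in Notum+/+ molars and 2.52 ± 0.294 (SD, n = 2) in Notum−/− molars, which is 26.6% of the Notum+/+ mean. This is a log2 fold change of −1.87 (standard error 0.10, adjusted p = 0.00396 from limma over 18570 genes), and it passed in every setting tried. The difference between the log2 fold changes at E16.5 and E14.5 was −0.82 (standard error 0.24), with an adjusted p of 0.0549 from limma's interaction term. Between 59 and 154 reads lay behind each Notum value at E14.5 and between 123 and 606 at E16.5. Notumos and Myadml2os overlap Notum and were also expressed, and the paper does not state whether reads were counted by strand.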

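Lef1 (ENSMUSG00000027985; chromosome 3 of mm10, 131110471 to 131224356) had 5.55 ± 0.681 FPKM (SD, n = 2) in Notum+/+ and 7.56 ± 0.211 (SD, n = 2) in Notum−/− molars at E14.5. Its log2 fold change was 0.44 (standard error 0.11), and the adjusted p from limma was 0.312. With voom on the read numbers the adjusted p was 0.00944, the only setting under which Lef1 passed at E14.5 (range over the settings, 0.00944 to 0.471). At E16.5 the level was 7.41 ± 0.510 FPKM (SD, n = 2) in Notum+/+ and 8.64 ± 0.0698 (SD, n = 2) in Notum−/− molars. This is a log2 fold change of 0.22 (standard error 0.07, adjusted p = 0.0665 from limma). At this age Lef1 passed with voom (adjusted p = 0.00779 from limma) and after rescaling to TPM, in which the values of every library have the same sum (adjusted p = 0.0231 from limma), and in no other setting (range 0.00779 to 0.266). At both ages each Notum−/− library lay above both Notum+/+ libraries.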

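Rac1 (ENSMUSG00000001847; chromosome 5 of mm10, 143503634 to 143528036) had 84.0 ± 0.444 FPKM (SD, n = 2) in Notum+/+ and 83.4 ± 0.869 (SD, n = 2) in Notum−/− molars at E14.5, a difference within the spread of the libraries. Its log2 fold change was −0.01 (standard error 0.05, adjusted p = 0.973 from limma), and without Notum−/− replicate 2 its sign changed (0.0006). At E16.5 it had 74.5 ± 0.957 FPKM in Notum+/+ and 82.7 ± 0.560 in Notum−/− molars (SD, n = 2 each). The log2 fold change of 0.15 (standard error 0.04) had an adjusted p of 0.0425 from limma. This call was lost when no filter on low values was used, when the trend of variance on expression was left out, when the replicate number was a factor, and when each library's trend on GC content was removed (adjusted p from limma, 0.0131 to 0.126 over all settings). Daglb and Gm42502 overlap Rac1 and were also expressed.
Cdh1 (ENSMUSG00000000303; chromosome 8 of mm10, 106603351 to 106670246), which encodes E-cadherin, had 23.6 ± 1.25 FPKM (SD, n = 2) in Notum+/+ and 26.1 ± 1.24 (SD, n = 2) in Notum−/− molars at E14.5. Its log2 fold change was 0.14 (standard error 0.07, adjusted p = 0.620 from limma). It was 0.09 without Notum+/+ replicate 2 and 0.09 without Notum−/− replicate 2. At E16.5 Cdh1 had 46.4 ± 0.277 FPKM in Notum+/+ and 36.2 ± 1.63 in Notum−/− molars (SD, n = 2 each), with a log2 fold change of −0.36 (standard error 0.05, adjusted p = 0.00957 from limma). It passed in every setting tried, with adjusted p-values from 1.96e-05 to 0.0472. The genotype effect on Cdh1 differed between the ages by −0.50 on the log2 scale (standard error 0.08, adjusted p = 0.0128 from limma's interaction term). For Rac1 the difference was 0.16 (standard error 0.06, adjusted p = 0.0850). At E16.5 other genes of the dental epithelium were also lower in Notum−/− molars, with a median log2 fold change of −0.46 over 10 genes.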

The root pattern was changed in PN35 molars. Consistent with a previous study^5^, we observed shorter molar roots and severe occlusal wear in *Notum*^*−/−*^ mice compared to *Notum*^+*/*+^ mice (Fig. 2E−H4, supplementary Fig. 7C−D online). While the earlier study characterized the root pattern of *Notum*^*−/−*^ mice as irregular, our finding revealed root fusion in both the maxillary and mandibular molars of *Notum*^*−/−*^ mice (Fig. 2E3−E4, F3−F4, G3−G4, H3−H4, Supplementary Fig. 8 online). No morphological differences were observed between *Notum*^+*/−*^ and *Notum*^+*/*+^ molars.

## In* Notum*^*−/−*^ mice, the size of secondary EKs was notably enlarged

To investigate the molecular function of *Notum* during tooth development, we conducted RNA sequencing analysis on E14.5 and E16.5 molars. 

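Maxillary and mandibular molar tooth germs of Notum+/+ and Notum−/− littermate embryos were compared at E14.5, when the tooth germ is at the cap stage, and at E16.5, when it is at the bell stage. The methods give n = 3 per biological replicate and 2 replicates per group, so there were 8 libraries in 4 groups. The authors sequenced paired-end reads, mapped them to the mouse genome mm10, counted reads per gene with featureCounts and divided by gene length and reads to give FPKM, and these FPKM are the deposited values. The table lists 54532 genes, of which 20509 are at 0 in all 8 libraries. The low values in each library are whole multiples of what 1 read is worth at the listed gene length, so the number of reads on each gene could be rebuilt, and 100% of the values above 0 came out whole. The reads on the listed genes came to 24000989 and 24691058 in the Notum+/+ libraries at E14.5, 24455482 and 25911573 in the Notum−/− libraries at E14.5, 24923380 and 25985417 in the Notum+/+ libraries at E16.5, and 30540596 and 21972354 in the Notum−/− libraries at E16.5. At these depths 1 read on a gene of 1 kb corresponds to 0.0325 to 0.0452 FPKM, so values well under 0.3 FPKM rest on a few reads. The depth by which the FPKM were scaled is not each library's own total. It is the library's median ratio size factor multiplied by the geometric mean of the 8 totals, so the deposited values already hold that scaling and compare a gene with the typical gene of the same library. The paper tested read counts with DESeq2. Here the test set beforehand for FPKM was kept as the main one. It is limma with a trend of variance on expression, fitted to log2(FPKM + 0.1) in the 4 libraries of one age. The rebuilt reads would also have allowed a count test like the paper's, and of such models only voom was run. The pseudocount makes the fold changes of low genes smaller than the ratios of their FPKM. Genes with a mean above 0.3 FPKM over those 4 libraries were tested, and a gene was called changed with a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. The 2 libraries of a group differed, beyond counting error, by a coefficient of variation of 4.20% for Notum+/+ and 4.91% for Notum−/− at E14.5, and by 3.34% for Notum+/+ and 0.889% for Notum−/− at E16.5 (medians over 11236 to 11787 genes). This spread sets what can be called, since every test at one age rests on 2 libraries per genotype. If the 2 libraries of a group came from one pool of tissue, which is not excluded, their spread leaves out the differences between embryos. Sex-linked transcripts and transcripts of surrounding tissues also differed between the genotypes. The p-values therefore do not isolate the genotype of the embryos.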

We identified 131 and 424 genes with expression level changes exceeding two-fold in E14.5 and E16.5 molars, respectively (see Supplementary Table 1−4 online). 

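By the ratio of mean FPKM alone, without a test, 824 genes differed over 2-fold between Notum−/− and Notum+/+ molars at E14.5 (526 higher and 298 lower in Notum−/−) and 1362 at E16.5 (584 higher and 778 lower), among genes with a mean above 0.3 FPKM. The division by direction depended on single libraries, and at E16.5 also on the scaling. At E14.5 there were 561 higher and 482 lower without Notum−/− replicate 1, 542 and 515 without Notum−/− replicate 2, 799 and 336 without Notum+/+ replicate 1, and 794 and 394 without Notum+/+ replicate 2. At E16.5 there were 811 higher and 753 lower without Notum+/+ replicate 1, and more lower than higher without each of the others. In TPM there were 670 higher and 684 lower at E16.5, and 491 and 320 at E14.5. Many of these were low, and above 1 FPKM there were 272 at E14.5 and 540 at E16.5. With the test, 36 of 18187 genes passed at E14.5 (30 higher and 6 lower) and 633 of 18570 at E16.5 (198 higher and 435 lower). Without the limit on fold change, 38 genes passed at E14.5 and 5747 at E16.5. The number at E14.5 moved most with the settings. It was 1 gene with no filter on low values and 135 with voom on the rebuilt read numbers, 31 of them shared with the 36.
Among genes past the adjusted p, and by the fold change on log2(FPKM + 0.1), which is smaller than the ratio of FPKM for low genes, the largest rises at E14.5 were those of Gm24261, Krt13, Krt4, Mmp13 and Snord110, and the largest falls those of Mir6907, Hand2, Alx1, Xist and Gm24608. Krt13 rose from 8.95 ± 0.00735 to 76.0 ± 0.400 FPKM (SD, n = 2 each; adjusted p = 0.00108 from limma), Krt4 from 4.52 ± 0.117 to 26.1 ± 2.53 (adjusted p = 0.0115) and Mmp13 from 0.467 ± 0.0427 to 3.05 ± 0.140 (adjusted p = 0.0374). Hand2 fell to 19.2% and Alx1 to 21.2% of the Notum+/+ mean. Xist, the X-linked RNA expressed in female cells, fell from 90.1 ± 3.61 to 27.4 ± 0.598 FPKM (adjusted p = 0.0115 from limma). Y-linked genes were higher in the same Notum−/− libraries, as a larger share of male embryos would give. The small RNA genes among them rested on few reads and lie within other expressed genes (Gm24261 in Marveld2, Snord110 in Nop56, Mir6907 in Rrp1, Gm24608 in Ubap2l). Gm24261 was listed at 0 in Notum+/+ molars and was at least 1.62-fold higher in Notum−/−, Snord110 at least 1.79-fold higher, and Mir6907 at least 2.58-fold lower.
In the same order, the largest rises at E16.5 were those of Ddx3y, Eif2s3y, mt-Tr, Mir301 and Uty. Ddx3y, Eif2s3y and Uty lie on the Y chromosome, were at 1 read or none in both Notum+/+ libraries, and were at least 517-fold, 367-fold and 237-fold higher in Notum−/− molars. All Y-linked genes of the list together had 2 and 1 reads in the Notum+/+ libraries, against 5199 and 3779 in the Notum−/− libraries. These rises therefore follow the sex of the embryos. mt-Tr was at least 3.01-fold and Mir301, which lies in Ska2, at least 2.70-fold higher. The largest falls in this order, which is not that of the ratios, were those of Nefm, Cplx1, Nefh, Sncg and Stmn3, which are genes of neurons. Nerve tissue taken along in different amounts with the tooth germs of the 2 genotypes is not excluded as their source. Nefm, which overlaps Nefl, fell from 18.6 ± 0.305 to 0.498 ± 0.185 FPKM (SD, n = 2 each; adjusted p = 0.00396 from limma). Cplx1 fell to 1.59%, Nefh to 2.69%, Sncg to 4.07% and Stmn3 to 4.83% of the Notum+/+ mean. These percentages depend on single Notum−/− libraries with few reads. Replicates 1 and 2 had 0.0890 and 0.103 FPKM for Cplx1 and 0.0894 and 0.192 for Nefh. They had 0.229 and 0.583 for Sncg and 0.915 and 0.477 for Stmn3.
The fold changes of the genes in Supplementary Tables 1 to 4, which hold 50, 17, 45 and 50 genes, could be taken from the deposited FPKM. All of them had the same direction as in the tables. For Supplementary Table 1 the ratio of mean FPKM was 8.49 for Krt13, 6.88 for Tpsb2 and 6.54 for Mmp13, where the paper's reported values are 8.47, 6.86 and 6.53. For Supplementary Table 2 it was −6.50 for Sst and −5.99 for Prdm12 (the minus sign marks lower in Notum−/−), where the paper's values are −6.51 and −5.97. Without Notum−/− replicate 2 the ratio for Prdm12 was −11.5. For Supplementary Table 3 it was 5.72 for Kera and 3.92 for mt-Nd3, where the paper's values are 5.71 and 3.92. The first genes of Supplementary Table 4, Prdm12, Hoxd1 and Skor2, were listed at 0 in both Notum−/− libraries at E16.5 and were at least 14.3-fold, 11.6-fold and 11.0-fold lower than in Notum+/+. Of the 50, 14, 45 and 38 genes of the tables that were tested, 16, 2, 43 and 38 passed the adjusted p of limma.

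**Figure D1:**
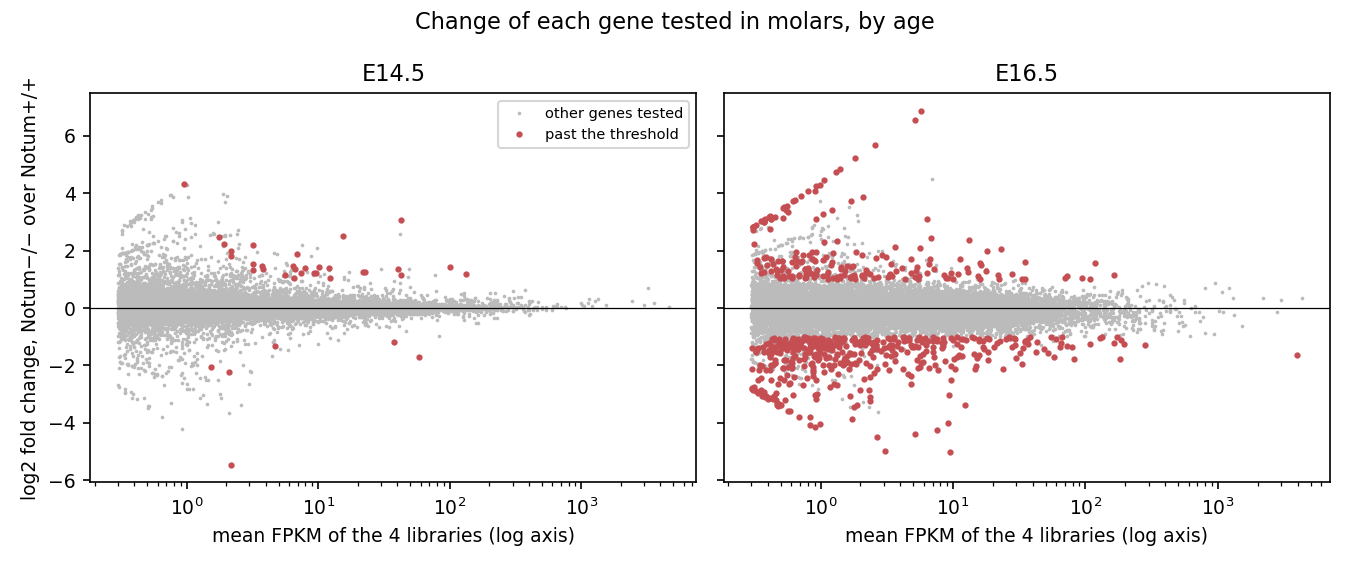
Log2 fold change between Notum−/− and Notum+/+ molars (vertical axis) against mean FPKM of the 4 libraries of that age (horizontal log axis), for the 18187 genes tested at E14.5 and the 18570 at E16.5. Each point is a gene, and the larger points are the 36 and 633 genes past the adjusted p of 0.05 and a fold change of 2.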

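Fgf20 (ENSMUSG00000031603) lies on the minus strand of chromosome 8 of mm10 from 40279166 to 40308331, where it overlaps Micu3, which was also expressed. At E16.5 its level was 0.494 and 0.431 FPKM in the Notum+/+ libraries and 2.21 and 1.83 FPKM in the Notum−/− libraries, so the means were 0.462 ± 0.0450 and 2.02 ± 0.265 (SD, n = 2 each). The log2 fold change was 1.91 (standard error 0.18, adjusted p = 0.00620 from limma). The values rested on 19 and 21 reads in the Notum+/+ libraries and on 68 and 114 in the Notum−/− libraries. At E14.5 Fgf20 had 1.20 ± 0.0250 FPKM in Notum+/+ and 1.73 ± 0.110 in Notum−/− molars (SD, n = 2 each), with a log2 fold change of 0.49 (standard error 0.14, adjusted p = 0.393 from limma). The effect at E16.5 was larger than that at E14.5 by 1.42 on the log2 scale (standard error 0.21, adjusted p = 0.00984 from limma's interaction term).
Dkk4 (ENSMUSG00000031535), an inhibitor of Wnt signaling, lies on chromosome 8 from 22624043 to 22627547. At E16.5 it had 1.99 ± 0.135 FPKM in Notum+/+ and 4.64 ± 0.140 in Notum−/− molars (SD, n = 2 each), from 63 to 184 reads per library. This corresponds to a log2 fold change of 1.19 (standard error 0.09, adjusted p = 0.00493 from limma). At E14.5 the means were 0.913 ± 0.265 and 1.83 ± 0.562 FPKM (SD, n = 2 each), with a log2 fold change of 0.92 (standard error 0.30, adjusted p = 0.456 from limma), and the effect did not differ detectably between the ages (difference 0.26, standard error 0.34, adjusted p = 0.627). At E16.5 both genes passed the adjusted p in every setting tried. The adjusted p from limma ranged from 8.79e-05 to 0.0322 for Fgf20 and from 0.000111 to 0.0322 for Dkk4. The log2 fold changes were lowest with a pseudocount of 1 FPKM, at 1.04 for Fgf20 and 0.92 for Dkk4, the latter under 2-fold.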

Notably, the expression level of *Fgf20* and *Dkk4*, known as EK-specific genes, were significantly elevated in *Notum*^*−/−*^ molars at E16.5. 

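Genes higher in Notum−/− molars at E16.5, with a ratio of mean FPKM over 2 and an adjusted p under 0.05 from limma, numbered 218. In order of that ratio, 4.37 for Fgf20 and 2.34 for Dkk4, Fgf20 was at place 63 and Dkk4 at place 153. This order puts first 36 genes that were listed at 0 in Notum+/+ molars. With the 52 genes at 3 reads or fewer in both Notum+/+ libraries placed by the lower bound of their fold change, the places were 34 and 125. Of these 218 genes, 6 lie on the Y chromosome and 65 are protein-coding genes of other chromosomes. Among those 65, Fgf20 was at place 9 and Dkk4 at place 34, or 7 and 33 with lower bounds. Among the 45 genes of Supplementary Table 3, ordered by the same ratio, Fgf20 was at place 2 and Dkk4 at place 16.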

*Fgf20* and *Dkk4* ranked as the top two and sixteenth, respectively, in the list of upregulated genes (Supplementary Table 1 online, Fig. 2I). Furthermore, the expression level of *Fgf4* was slightly increased in both E14.5 and E16.5 *Notum*^*−/−*^ molars. 

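Fgf4 (ENSMUSG00000050917; chromosome 7 of mm10, 144847367 to 144865243) had 1.69 and 1.27 FPKM in the Notum+/+ libraries and 1.89 and 2.63 FPKM in the Notum−/− libraries at E14.5. The means were 1.48 ± 0.295 and 2.26 ± 0.518 (SD, n = 2 each), and the Notum−/− mean was 153% of the Notum+/+ mean. The log2 fold change of 0.57 (standard error 0.23) was not past the threshold (adjusted p = 0.540 from limma, 0.205 to 0.760 over all settings). It was 0.35 without Notum−/− replicate 2 and 0.38 without Notum+/+ replicate 2. At E16.5 the means were 2.02 ± 0.0109 FPKM in Notum+/+ and 2.74 ± 0.0413 in Notum−/− molars (SD, n = 2 each), or 136%. Here the log2 fold change was 0.42 (standard error 0.09, adjusted p = 0.0275 from limma). The call at E16.5 was lost with no filter on low values (adjusted p = 0.0523), with the replicate number as a factor (0.0648) and with all 8 libraries in one fit (0.129), and the lowest adjusted p was 0.0168 with voom. The effect did not differ detectably between the ages (difference −0.15, standard error 0.26, adjusted p = 0.724 from limma's interaction term).

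**Figure D2:**
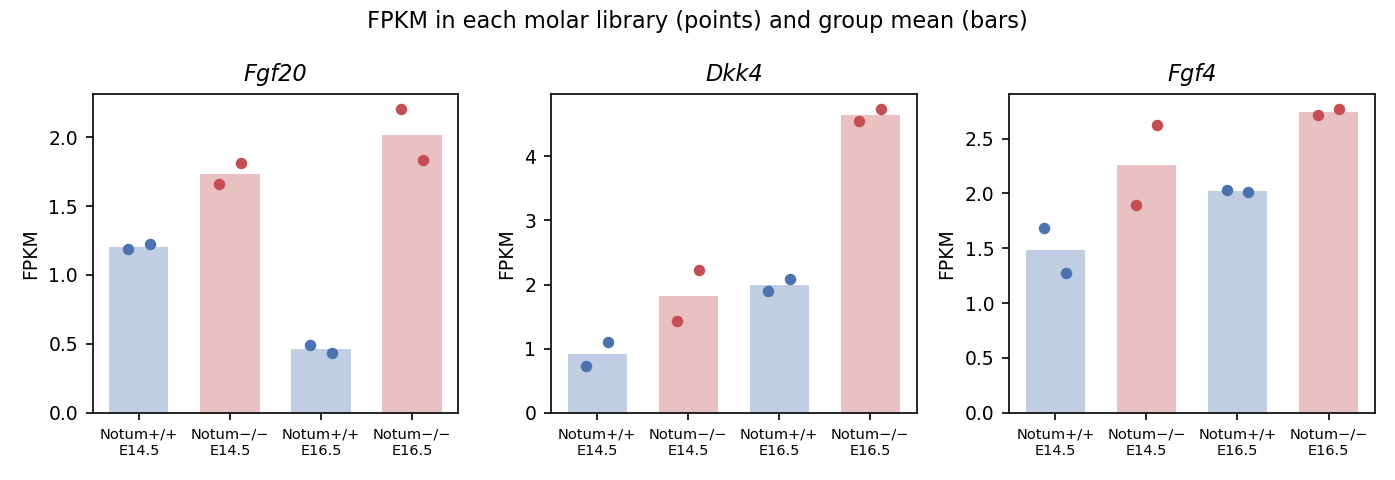
FPKM of Fgf20, Dkk4 and Fgf4 (vertical axes, each from 0) in Notum+/+ and Notum−/− molars at E14.5 and E16.5. Points are the 2 libraries of a group and bars their mean. At E16.5 both Notum−/− libraries lie above both Notum+/+ libraries for each gene.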

*Dkk4, Fgf4,* and *Fgf20* are recognized as target genes of the Wnt/β-catenin signaling pathway. The expression levels of *Lef1, Bmp4,* and *Axin2*, other Wnt target genes expressed in both EK and dental papilla, were not significantly changed in *Notum*^*−/−*^ molars (Fig. 2I).

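Bmp4 (ENSMUSG00000021835; chromosome 14 of mm10, 46383520 to 46390669; overlapped by Gm15222 and Gm15217) had 20.3 ± 1.57 FPKM in Notum+/+ and 21.9 ± 0.703 in Notum−/− molars at E14.5, and 28.8 ± 0.498 and 28.1 ± 0.424 at E16.5 (SD, n = 2 each). The log2 fold changes were 0.11 (standard error 0.08, adjusted p = 0.731 from limma) and −0.04 (standard error 0.04, adjusted p = 0.534). At E14.5 it was 0.03 without Notum+/+ replicate 2 and 0.18 without Notum+/+ replicate 1. At E16.5 its sign changed after rescaling to TPM (0.05) and after the trends on GC content (0.07) or gene length (0.06) were removed, none of them past the threshold, and it stayed between −0.05 and −0.02 with each library left out.
Axin2 (ENSMUSG00000000142; chromosome 11 of mm10, 108920349 to 108950783; overlapped by Gm11670) had 10.1 ± 0.481 FPKM in Notum+/+ and 12.5 ± 1.38 in Notum−/− molars at E14.5 (SD, n = 2 each). The log2 fold change was 0.29 (standard error 0.10, adjusted p = 0.471 from limma), and 0.18 without Notum−/− replicate 2. At E16.5 it had 12.3 ± 1.00 FPKM in Notum+/+ and 12.3 ± 0.148 in Notum−/− molars, with a log2 fold change of −0.0016 (standard error 0.07, adjusted p = 0.989 from limma). The sign at E16.5 was set by the setting, with 0.08 in TPM and 0.17 without the trend on GC content. It was 0.08 without Notum+/+ replicate 1 and −0.08 without Notum+/+ replicate 2. For Lef1 the effects at the 2 ages differed by −0.22 (standard error 0.13, adjusted p = 0.272 from limma's interaction term), for Axin2 by −0.29 (standard error 0.13, adjusted p = 0.156) and for Bmp4 by −0.14 (standard error 0.09, adjusted p = 0.285). Shh (ENSMUSG00000002633; chromosome 5, 28456815 to 28467256; overlapped by Gm26894), also in Fig. 2I, had 10.3 ± 1.11 and 12.2 ± 0.294 FPKM at E14.5 (SD, n = 2 each; log2 fold change 0.25, adjusted p = 0.508 from limma), and 0.14 without Notum+/+ replicate 1. At E16.5 it had 87.4 ± 4.74 and 75.9 ± 1.55 FPKM (log2 fold change −0.20, adjusted p = 0.0499 from limma), a call that was lost in 8 settings. The effect on Shh differed between the ages by −0.45 (standard error 0.11, adjusted p = 0.0351 from limma's interaction term). Of the 11 genes in Fig. 2I, 0 at E14.5 and 7 at E16.5 passed the adjusted p over all genes tested, at any fold change. Of the 7, Notum, Fgf20 and Dkk4 also changed over 2-fold. An unadjusted p under 0.05 was found for 6 and 8 genes, and 0 and 8 passed when adjusted over the list alone. The list was chosen by the study on these samples, so the counts adjusted over the list alone are not independent evidence.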

To elucidate the size and spatial pattern of secondary EKs in *Notum*^*−/−*^ mice, we examined the pattern of *Fgf4* expression, a reliable marker for both primary and secondary EKs. In *Notum*^*−/−*^ mice, each maxillary M1 displayed a primary EK at E14.5, similar to *Notum*^+*/*+^ mice (Fig. 2J−M). At E16.5, *Notum*^*−/−*^ M1 exhibited larger secondary EKs, particularly in protocone and hypocone (Fig. 2N−O). Subsequently, at E17.5 and E18.5, a notable increase in the size of most secondary EKs was observed in *Notum*^*−/−*^ mice, particularly in lingual anterocone and hypocone within M1 (Fig. 2R−S, V−W). In mandibular M1, a substantial enlargement of secondary EKs in protoconid and metaconid at E16.5, and lingual anteroconid, hypoconid, and entoconid was observed in *Notum*^*−/−*^ M1 at E17.5 and E18.5 (Fig. 2P−Q, T−U, X−Y). This increase in secondary EK size appears closely linked to the concurrent dimensional increase in cusp tips of *Notum*^*−/−*^ molars (Fig. 2A−D2). The emergence timing of secondary EKs in maxillary M1 differed between *Notum*^+*/*+^ and *Notum*^*−/−*^ mice. Enterostyle became visible at E17.5 in *Notum*^+*/*+^ M1 (Fig. 2R), while its appearance was delayed until E18.5 in *Notum*^*−/−*^ M1 (Fig. 2S, W). Similarly, anterostyle emerged at E18.5 in *Notum*^+*/*+^ M1 but remained absent until E18.5 in *Notum*^*−/−*^ M1 (Fig. 2V, W).

## *Notum*^*−/−*^ mice displayed changes in cusp patterns and crown outlines

To assess the cusp pattern and crown outline differences between *Notum*^*−/−*^ and *Notum*^+*/*+^ M1*,* we performed a three-dimensional (3D) geometric morphometric analysis at PN14 (Fig. 3A−L). Principal component (PC) analysis of maxillary M1 revealed distinct clustering of cusp patterns in *Notum*^*−/−*^ mice, separated from those of *Notum*^+*/*+^ mice on PC plot with PC1. Negative PC1 scores correspond to a cuspal polygon for *Notum*^*−/−*^ M1 (Fig. 3B). In discriminant function (DF) analysis, *Notum*^*−/−*^ M1 displayed distal displacement of anterostyle and enterostyle, buccal displacement of lingual anterocone and buccal anterocone, lingual displacement of hypocone, along with mesial displacement of protocone and metacone from the mean shape (Fig. 3C). PC analysis of the crown outline in maxillary M1 exhibited a clear separation of *Notum*^*−/−*^ M1 from *Notum*^+*/*+^ M1 on PC plot with PC1. Negative PC1 scores correspond to the crown outline of *Notum*^*−/−*^ M1. In DF analysis, *Notum*^*−/−*^ M1 showed reduced concavity in mesiolingual, mesiobuccal, and distolingual outlines (Fig. 3D−E). Cross-validated DF analysis of crown outline consistently distinguished *Notum*^*−/−*^ M1 from *Notum*^+*/*+^ M1. Furthermore, cusp pattern PC1 scores exhibited a strong direct relationship with crown outline PC1 scores (R^2^ = 0.66, *P* = 0.000014) (Fig. 3F).

**Figure 3:**
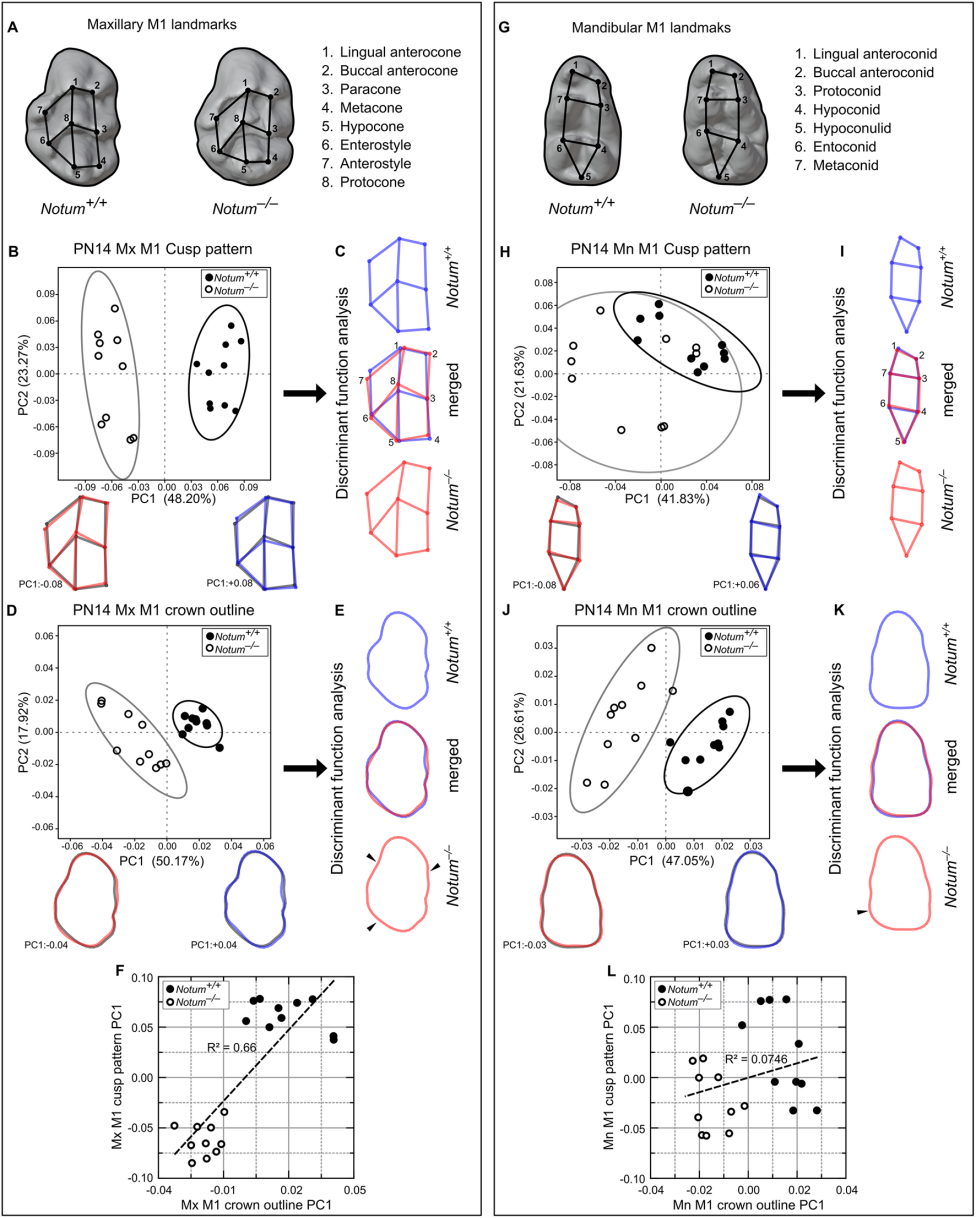
Geometric morphometric changes in cusp pattern and crown outline in *Notum*^*−/−*^ mice at PN14. (**A**, **G**) Cusp landmarks and crown outlines of the maxillary and mandibular first molars (M1). In principal component (PC) analysis, *Notum*^*−/−*^ M1 (white circles) and *Notum*^+*/*+^ M1 (black circles) are plotted along the first two PCs (PC1 and PC2) scores (n = 10 per group). Blue and red wireframes or outlines correspond to positive and negative ends of PC1 axis, respectively. Gray wireframes or outlines indicate the procrustes' mean of all samples along the PC1 axis. In discriminant function (DF) analysis, blue and red wireframes or outlines correspond to *Notum*^+*/*+^ M1 and *Notum*^*−/−*^ M1, respectively (**B−C**) In cross-validated DF analysis, *Notum*^*−/−*^ M1s are correctly classified into *Notum*^*−/−*^ M1 group with a predictive accuracy of 80%, and *Notum*^+*/*+^ M1s are accurately classified into *Notum*^+*/*+^ M1 group with a predictive accuracy of 70%. (**D−E**) In PC analysis of crown outline in maxillary M1, *Notum*^*−/−*^ M1s are clustered separately from the *Notum*^+*/*+^ M1 on PC1 axis. In cross-validated DF analysis, predictive accuracy is 100% for both *Notum*^*−/−*^ M1 and *Notum*^+*/*+^ M1. *Notum*^*−/−*^ M1s show a significant decrease in concavity at both lingual and buccal outlines (arrowheads in E). (**F**) Strong direct relationship between cusp pattern PC1 scores and crown outline PC1 scores in maxillary M1 (R^2^ = 0.66, p = 0.000014). (**H−I**) In PC analysis of cusp pattern in mandibular M1, *Notum*^*−/−*^ M1s are not clustered separately from *Notum*^+*/*+^ M1 along PC1 and PC2 axes. In cross-validated DF analysis, predictive accuracy is 100% for both *Notum*^*−/−*^ M1 and *Notum*^+*/*+^ M1. (**J−K**) In PC analysis of crown outline of mandibular M1, *Notum*^*−/−*^ M1s are clustered separately from *Notum*^+*/*+^ M1s on PC1 axis. In cross-validated DF analysis, *Notum*^*−/−*^ M1s, which also shows a change in distolingual outline (arrowhead in K), are correctly classified into *Notum*^*−/−*^ M1 group and *Notum*^+*/*+^ M1s into *Notum*^+*/*+^ M1 group with a predictive accuracy of 100% and 90%, respectively. (**L**) No relationship between cusp pattern PC1 scores and crown outline PC1 scores in mandibular M1 (R^2^ = 0.0746, P = 0.2481).

In mandibular M1, PC analysis of cusp patterns did not show a clear separation between *Notum*^*−/−*^ and *Notum*^+*/*+^ M1 (Fig. 3H). The crown outline in mandibular M1 displayed a distinct separation of *Notum*^*−/−*^ M1 from *Notum*^+*/*+^ M1 on the PC plot with PC1 and PC2 (Fig. 3J). Negative PC1 scores corresponding to the crown outline revealed a buccolingually larger width in *Notum*^*−/−*^ mice. In DF analysis, *Notum*^*−/−*^ M1 showed a considerable change in distolingual outline (Fig. 3J−K). Cross-validated DF analysis of crown outline consistently distinguished *Notum*^*−/−*^ M1 from *Notum*^+*/*+^ M1. In mandibular M1, cusp pattern PC1 exhibited no relationship with crown outline PC1 (R^2^ = 0.0746, *P* = 0.2481) (Fig. 3L).

## The length of cervical tongues was reduced in *Notum*^*−/−*^ mice

*Notum*^*−/−*^ mice displayed root fusion across all molars. Specifically, in maxillary M1, instances of fusions included partial dentin fusion (incidence = 8.33%), complete dentin fusion (16.67%), distal root pulp fusion (33.33%), mesial root pulp fusion (8.33%), and complete pulp fusion (33.33%). In mandibular M1, analogous observations indicated incidences of partial dentin fusion (66.67%) and complete pulp fusion (33.33%). Notably, every second molar (M2) exhibited complete pulp fusion (Fig. 4A).

**Figure 4:**
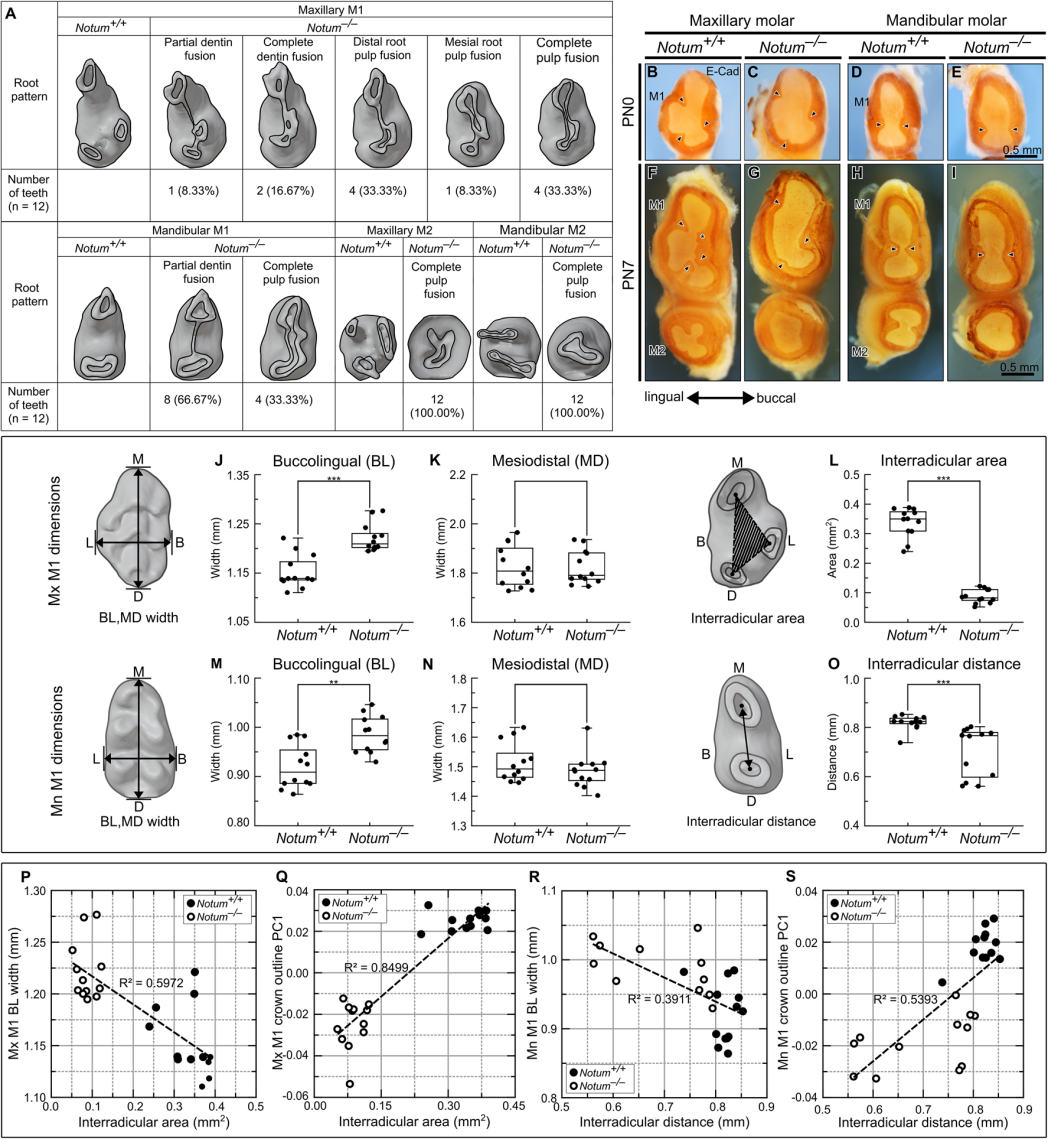
Relationship of crown outline with root pattern in first molar (M1). (**A**) *Notum*^*−/−*^ mice exhibit root fusion across all molars, ranging from partial dentin fusion to complete pulp fusion. (**B−I**) From the apical view of maxillary and mandibular M1 at PN0 and PN7, E-cadherin localization in the epithelium depicts cervical tongue configuration. *Notum*^*−/−*^ M1s display shorter cervical tongues and wider gaps between cervical tongues compared to *Notum*^+*/*+^ M1. (**J−O**) Dimensional changes in crown and root of *Notum*^*−/−*^ M1. *Notum*^*−/−*^ mice show a significant increase in buccolingual width but no change in mesiodistal width in both maxilla and mandible. Maxillary M1 interradicular area is significantly smaller in *Notum*^*−/−*^ mice than *Notum*^+*/*+^ mice, and mandibular M1 interradicular distance is shorter in *Notum*^*−/−*^ mice than *Notum*^+*/*+^ mice. (**P−S**) Relationship between crown outline and root pattern. Linear regression analyses reveal strong relationships between interradicular area dimension and buccolingual width in maxillary M1 (R^2^ = 0.5972, *P*  < 0.001 in T) but weak in mandibular M1 (R^2^ = 0.3911, *P* < 0.001 in V). Strong direct relationship exists between interradicular area dimension and crown outline PC1 scores in both maxillary M1 (R^2^ = 0.8499, *P*  < 0.001 in U) and mandibular M1 (R^2^ = 0.5393, P < 0.001in W). *P  < 0.05, **P < 0.01 and ***P < 0.001. Scale bars, 0.5 mm.

To assess the early root patterning, we examined the developmental trajectory of cervical tongues in maxillary and mandibular molars. The configuration of cervical tongues was defined by utilizing the localization of E-cadherin. In *Notum*^*−/−*^ maxillary M1, a notable reduction in length was observed in two lingual cervical tongues, and morphological alteration of a buccal cervical tongue was evident at PN0 and PN7 (Fig. 4B−C, F−G, see supplementary Fig. 9A−J1 online). Similarly, the buccal and lingual cervical tongues showed reduced length at PN0 in *Notum*^*−/−*^ mandibular M1 (Fig. 4D−E, H−I, see supplementary Fig. 9K−T1 online). At PN7 in both maxillary and mandibular M1, the distances between cervical tongues were notably reduced in *Notum*^+*/*+^ mice, contrasting with a considerable distance in *Notum*^*−/−*^ mice (Fig. 4F−I, see supplementary Fig. 9A1–J1, K1−T1 online). This maintenance of distance may potentially hinder the fusion of cervical tongues in *Notum*^*−/−*^ molars.

## The crown outline is closely connected with the root pattern

To explore the connection between crown outline and root patterns, we conducted PC analysis of crown outlines, measured mesiodistal and buccolingual widths of the crown, quantified the extent of root fusion in M1 at PN35, and established a linear regression model between these parameters. PC analysis of the crown outline revealed that *Notum*^*−/−*^ M1 were clustered separately from *Notum*^+*/*+^ M1 on PC plots with PC1, mirroring the pattern observed at PN14 (see supplementary Fig. 10A−D online). The mandibular and maxillary molars of *Notum*^*−/−*^ mice showed an increase in buccolingual width (*p* = 0.000341) while exhibiting no change in mesiodistal width (*p* = 0.908) (Fig. 4J−K, M–N). Quantification of the extent of root fusion by measuring the interradicular area between three roots in maxillary M1 and the interradicular distance between two roots in mandibular M1 indicated a significant decrease in the interradicular area (*P* = 0.000001) and the interradicular distance (*P* = 0.000245) in *Notum*^*−/−*^ M1 (Fig. 4L, O). In linear regression analyses, we found a strong relationship between the maxillary M1 interradicular area and buccolingual width (R^2^ = 0.5972, *P* = 0.000010) and a very strong relationship between the interradicular area and crown outline PC1 scores (R^2^ = 0.8499, *P* = 0.000000) (Fig. 4P−Q). Mandibular M1 showed a weak relationship between interradicular distance and buccolingual width (R^2^ = 0.3911, *P* = 0.001084) and a strong relationship with crown outline PC1 (R^2^ = 0.5393, *P* = 0.000044) (Fig. 4R−S). These findings provide direct evidence of the close relationship between crown outline and root patterns.

## Discussion

Previous studies on *Notum* in tooth primarily focused on the role of *Notum* in odontoblast and its dentin formation^5–7^. In our current study, we investigated *Notum* expression patterns during tooth development and its role in crown and root morphogenesis.

Within the dental papilla, *Notum* expression manifested as a thin outer layer of dental papilla during molar development. The Co-expression of *Notum* with mesenchymal *Lef1* and *Bmp4* suggests a potential association between *Notum* and odontoblast differentiation, given the pivotal roles of *Lef1* and *Bmp4* in this process^10,11^. This finding aligns with prior investigations that delineated the expression pattern of *Notum* in early odontoblasts during postnatal root formation^6,7^. In dental epithelium, *Notum* expression was observed specifically within the primary and secondary EKs. This observation suggests an involvement of *Notum* in cusp pattern formation and crown morphogenesis, given the recognized importance of EKs as regulators shaping the crown by controlling the cusp patterns^12,13^.

The primary EK is a transient signaling center crucial for the bud-to-cap transition of early tooth development^13^. The number and positions of secondary EKs correspond to those of the future tooth cusps^14^. EK size is thought to be regulated by a complex negative feedback loop within intricate signaling networks for EK patterning. Within this loop, Wnts play a pivotal role as the primary activator^15^, extensively documented in tooth and cusp pattern formation^12,16–25^. Since *Dkk4*, acting as both a target and antagonist of Wnt/β-catenin signaling^15^, is expressed specifically in EKs, a Wnt/Dkk4 negative feedback loop has been proposed^26^. However, no morphological changes have been identified in the teeth of *Dkk4*-deficient mice^26,27^, leaving the role of *Dkk4* in EK patterning unclear.

Similar to *Dkk4*, *Notum* is a direct target of Wnt/β-catenin signaling and plays a crucial role as a Wnt inhibitor in a negative feedback loop, which is essential for *Drosophila* wing development and *Xenopus* brain development^1,2,28^. The role of Notum lies in inhibiting Wnt family members exclusively, and Notum stands out as the solitary secreted Wnt inhibitor found across the animal kingdom^1^. In the present study, we found *Notum* expression in primary and secondary EKs and the outer layer of dental papilla. *Notum-*deficient mice exhibited a notable size increase in secondary EKs in both maxillary and mandibular M1. The absence of *Notum* resulted in a significant elevation in the expression levels of Wnt pathway target genes, such as *Fgf20, Dkk4,* and *Fgf4,* in secondary EKs^26,29,30^. 

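The 3 genes named were followed together with other genes taken as markers of the EK in a list of 15 genes. At E14.5 the median log2 fold change of the list was 0.34, with 12 genes higher and 3 lower in Notum−/− molars, and limma's camera test with its preset correlation of 0.01 gave an adjusted p of 0.000355 over 19 lists. The call did not hold under fry (adjusted p = 0.0784 from limma). At E16.5 the median was −0.04, with 7 genes higher and 8 lower (adjusted p = 0.655 from limma's camera, 0.0236 from fry). The median at E16.5 changed sign in TPM (0.04) and without the trends on GC content (0.07) or gene length (0.06), and it was 0.08 without Notum−/− replicate 1. Of the 15 genes, 7 passed on their own at E16.5. Without the 2 genes that are in the supplementary tables, the medians were 0.25 at E14.5 and −0.05 at E16.5. The most abundant, Sostdc1, Shh and Cdkn1a, are not among the genes that the paper names here. At E16.5 the paper shows Shh in the inner dental epithelium. The list is therefore not confined to the secondary EKs at that age, and its median there does not test the EK. Whole molars were sequenced, so the values do not separate the EK from the rest of the tooth germ.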

Intriguingly, these three EK marker genes showed a significant increase, while there was no notable change in the expression level of Wnt target genes in the mesenchyme. These findings collectively suggest that an activation in Wnt/β-catenin signaling, resulting from the suppression of inhibitors within the Wnt/Notum negative feedback loop, contributes to the enlargement of secondary EKs. 

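In a list of 18 targets of Wnt/β-catenin signaling, the median log2 fold change was 0.17 at E14.5, with 16 genes higher and 2 lower in Notum−/− molars. The adjusted p was 5.60e-05 from limma's camera and 0.0634 from fry, and the median was 0.09 without Notum−/− replicate 2. At E16.5 the median was −5.77e-05, with 9 genes higher and 9 lower (adjusted p = 0.655 from limma's camera, 0.0483 from fry), and it was 0.08 in TPM and 0.12 without the trend on GC content. The difference between the ages had a median of −0.20 and an adjusted p of 0.0569 from limma's camera and 0.0425 from fry. The libraries hold epithelium and mesenchyme together, so neither value belongs to the mesenchyme alone.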

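A list of 12 genes of the dental mesenchyme had a median log2 fold change of 0.04 at E14.5 (adjusted p = 0.500 from limma's camera) and 0.14 at E16.5 (adjusted p = 0.291), with 6 and 7 genes higher in Notum−/− molars. The value at E14.5 was decided by single libraries, being 0.13 without Notum−/− replicate 1 and −0.03 without Notum−/− replicate 2, and it was −4.2e-05 in TPM. At E16.5 the list was past the threshold under fry (adjusted p = 0.0149 from limma) and without the trend on GC content. Fry tests a list on its own and not against the other genes. Of the 12 genes, 9 passed the adjusted p on their own at E16.5. Without the 1 gene that is in the supplementary tables, the medians were 0.09 at E14.5 and 0.05 at E16.5. The list names genes of the dental mesenchyme and was not drawn up as Wnt targets, so it does not measure those. The paper draws on the rise of the EK markers and on the absence of a notable change in mesenchymal Wnt targets. It also draws on Notum expression in the EK and on secondary EKs enlarged in Fgf4 in situ hybridization. From these the paper proposes that loss of an inhibitor in the Wnt/Notum feedback loop activates Wnt/β-catenin signaling. This activation would contribute to the enlargement of the secondary EKs.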

The size of primary EK determines the number and size of cusps, as seen in previous studies on *Eda*-null mice or *c*^*IκBαΔN*^ mice, where a reduction in primary EK size resulted in decreased cusp number and size^14,23^. However, the impact of secondary EK size on the cusp and tooth dimensions remains unexplored. In this study, we found that the enlargement of secondary EKs led to broader cusp tips without altering the dimension of the cusp base in all molars in *Notum*-deficient mice. A potential mechanism through which the size of the secondary EK affects cusp tip dimensions involves Fgf signaling, known for its role in the remolding of cellular geometry. In gerbil molars, a linear expression pattern of *Fgf4* results in the long, flat lophs instead of cusps. Modifying Fgf signaling in gerbil tooth germs changes epithelial shape and epithelial invagination and transitions lophs to cusps^31^. In line with a previously identified regulatory module comprising Fgf4, Fgf20, RhoA, Rac1, and Cdh1, *Notum*-deficient mice displayed increased expression levels of *Fgf4* and *Fgf20.* However, the levels of *Rac1*, *Cdh1*, and *RhoA* did not change significantly, probably because these genes are expressed not only in EK but also in many other cells. These findings collectively suggest that Notum influences cusp tip dimensions by regulating the size of the secondary EK. 

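RhoA is listed as Rhoa (ENSMUSG00000007815; chromosome 9 of mm10, 108306129 to 108337934; overlapped by Tcta and Gm37568). It had 38.7 ± 0.245 FPKM in Notum+/+ and 39.8 ± 3.23 in Notum−/− molars at E14.5, and 36.5 ± 0.498 and 36.0 ± 0.930 at E16.5 (SD, n = 2 each). The log2 fold changes were 0.04 (standard error 0.07, adjusted p = 0.903 from limma) and −0.02 (standard error 0.04, adjusted p = 0.728), both within the spread of the libraries. At E14.5 it was −0.04 without Notum−/− replicate 1 and 0.12 without Notum−/− replicate 2. At E16.5 it was 0.06 in TPM, 0.0053 without Notum−/− replicate 1, and −0.22 without the trend on GC content, the only setting under which Rhoa passed (adjusted p = 0.0284 from limma, with a range of 0.0284 to 0.822 over all settings). As a list, the 5 genes of the module (Fgf4, Fgf20, Rhoa, Rac1 and Cdh1) had a median log2 fold change of 0.14 at E14.5 (adjusted p = 0.0403 from limma's camera) and 0.15 at E16.5 (adjusted p = 0.386), with 4 and 3 genes higher. The call at E14.5 held under fry (0.0439) and not in TPM or with the replicate number as a factor, and the median was 0.09 without Notum+/+ replicate 2. At E16.5 the list passed under fry (0.00734). Without Fgf20, the 1 gene of the module in the supplementary tables, the medians were 0.09 at E14.5 and 0.07 at E16.5.

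**Figure D3:**
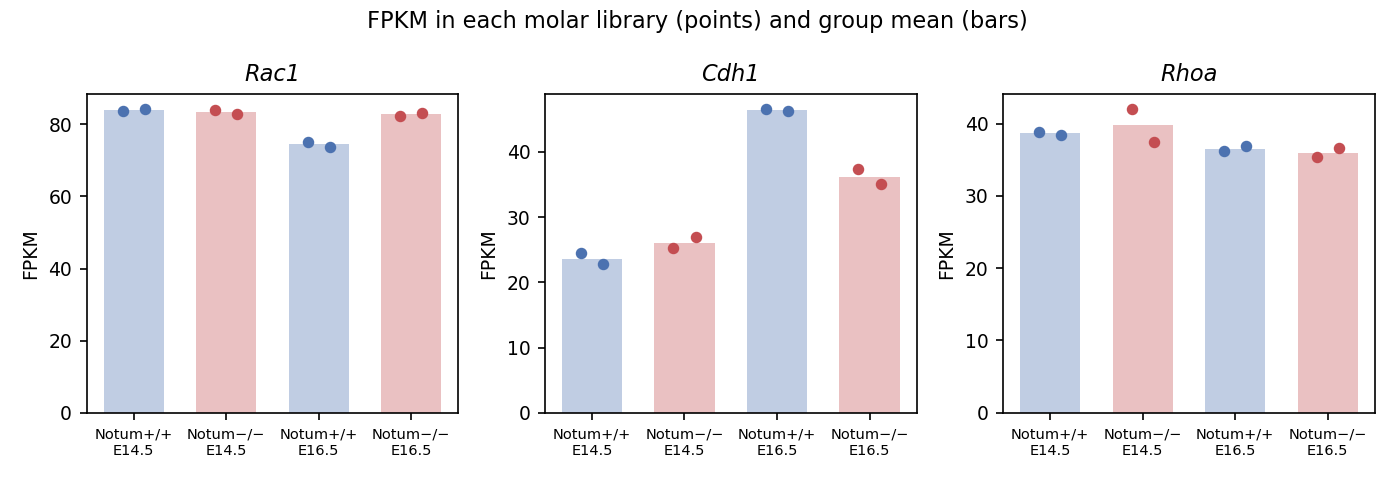
FPKM of Rac1, Cdh1 and Rhoa (vertical axes, each from 0) in Notum+/+ and Notum−/− molars at E14.5 and E16.5. Points are the 2 libraries of a group and bars their mean. At E16.5 both Notum−/− libraries lie above both Notum+/+ libraries for Rac1 and below them for Cdh1, and they overlap for Rhoa.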

Further investigations utilizing conditional *Notum*-deficient mice are imperative to ascertain whether the regulation of secondary EK size can be attributed to the epithelial Notum, mesenchymal Notum, or both. Previous studies have mainly explored the impact of mutations in *Shh*, *Sostdc1*, *Spry1*, *Spry2*, *Spry4*, *Rsk2*, *Eda*, *Edar*, and *Fgf3* on cusp number or tooth number in mice and humans^18,23,24,32–34^. Molars with changes in cusp arrangement without alterations in cusp number have been overlooked. In the present study, the maxillary M1 of *Notum*-deficient mice exhibited alterations in cusp arrangement but no discernible change in the overall cusp number. Displacement of many cusps in maxillary M1 of *Notum*-deficient mice had a direct impact on the crown outline. 

Consequently, *Notum*-deficient mice displayed a reduction of concavity in mesiolingual, mesiobuccal, and distolingual crown outlines in maxillary M1. The pattern of the crown outline exhibited a strong and direct relationship with the cusp pattern in maxillary M1. In mandibular M1 of *Notum*-deficient mice, though significant changes were observed in crown outline, a close relationship between the cusp pattern and the crown outline pattern was not identified since mandibular M1 of *Notum*-deficient M1 showed distinct scattering compared to wild-type M1 in PC analysis of cusp pattern.

Many literatures suggest a close interrelation between root and crown morphogenesis in mammalian teeth, given that root development consistently follows crown development^35–37^. Anomalies in crown morphology often coincide with irregularities in root morphology. For instance, human patients with *CACNA1S* or *WNT10A* mutations and *Wnt10a*-deficient mice show round-shaped molar crowns with root fusion and root taurodontism^38–41^. The cusp pattern and configuration of the crown outline are identified as pivotal factors in the shaping of cervical tongues, which subsequently determines the root pattern^42^. Consistent with findings from previous studies, we found that the cervical tongue was significantly shorter in areas where the concavity was reduced in the crown outline in maxillary M1 of *Notum*-deficient mice. Fusion between the short cervical tongues was delayed or failed, resulting in partial or complete root fusion. Furthermore, in our linear regression model, we once again confirmed a robust and direct relationship between the crown outline pattern and root pattern in both maxillary and mandibular M1.

In summary, *Notum* expression was found in cells of primary EK, secondary EKs, and dental papilla during tooth development. The absence of *Notum* led to an enlargement of secondary EKs, contributing to broader cusp tips, suggesting that the secondary EK size is regulated through the Wnt/Notum negative feedback loop. The displacement of cusps in *Notum*-deficient mice resulted in changes in crown outline patterns, causing shorter cervical tongues. This, in turn, resulted in incomplete fusion between cervical tongues, causing an incomplete separation of molar roots in *Notum*-deficient mice (Fig. 5). These findings underscore the pivotal role of *Notum* in shaping both crown and root patterns by modulating the secondary EK size in the Wnt/Notum negative feedback loop.

**Figure 5:**
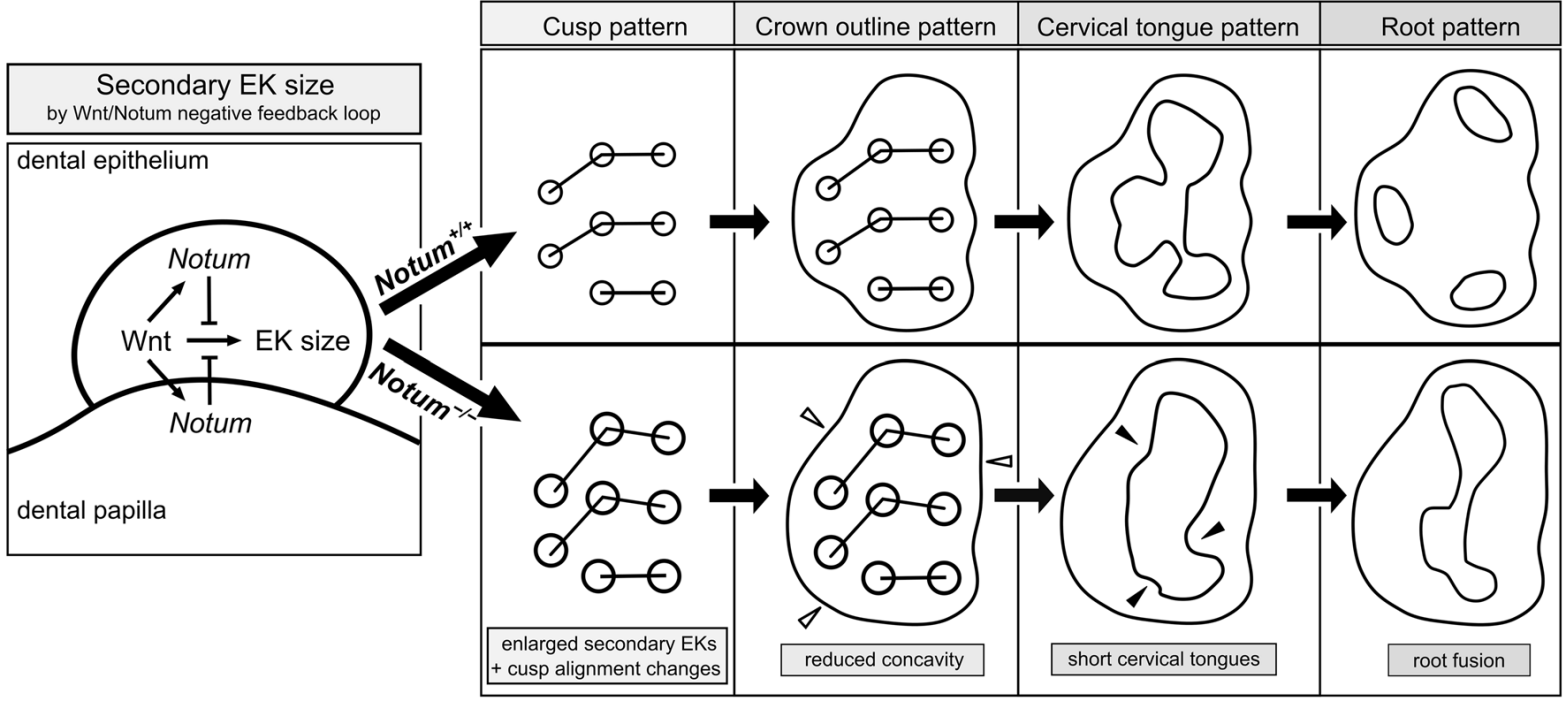
Schematic diagram illustrating *Notum* activity in the secondary enamel knot and its role in the crown and root patterning. *Notum* in secondary enamel knot (EK) and dental papilla regulates the size of secondary EK by inhibiting Wnt signaling. Loss of *Notum* leads to enlarged secondary EKs, resulting in broader cusp tips. Cusp displacement alters crown outline patterns, causing shorter cervical tongues. Subsequently, incomplete fusion between cervical tongues occurs, resulting in the incomplete separation of molar roots in *Notum*-deficient mice.

### Supplementary Information

Supplementary Information.

## Data Availability

The publicly available single-cell RNA sequencing datasets analyzed in this study can be found at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession numbers GSE189381 and GSE162413. The raw and processed bulk RNA-Seq data associated with this study have been deposited in the NCBI GEO repository under the accession number GSE255946.

# Supplementary material for: Notum regulates the cusp and root patterns in mouse molar
**Source:** Sci Rep. 2024 Jun 13;14:13633. doi: 10.1038/s41598-024-64340-w
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Notum Regulates the Cusp and Root Patterns in Mouse Molar**

Dinuka Adasooriya<sup>1</sup>, Ju-Kyung Jeong<sup>2</sup>, Minjae Kyeong<sup>1</sup>, Shiqi Kan<sup>1</sup>, Jiwoo Kim<sup>1</sup>, Eui-Sic Cho<sup>2†</sup>, and  
Sung-Won Cho<sup>1†</sup>

*

## **Supplementary Information**

Including

Supplementary Figures

Supplementary Tables

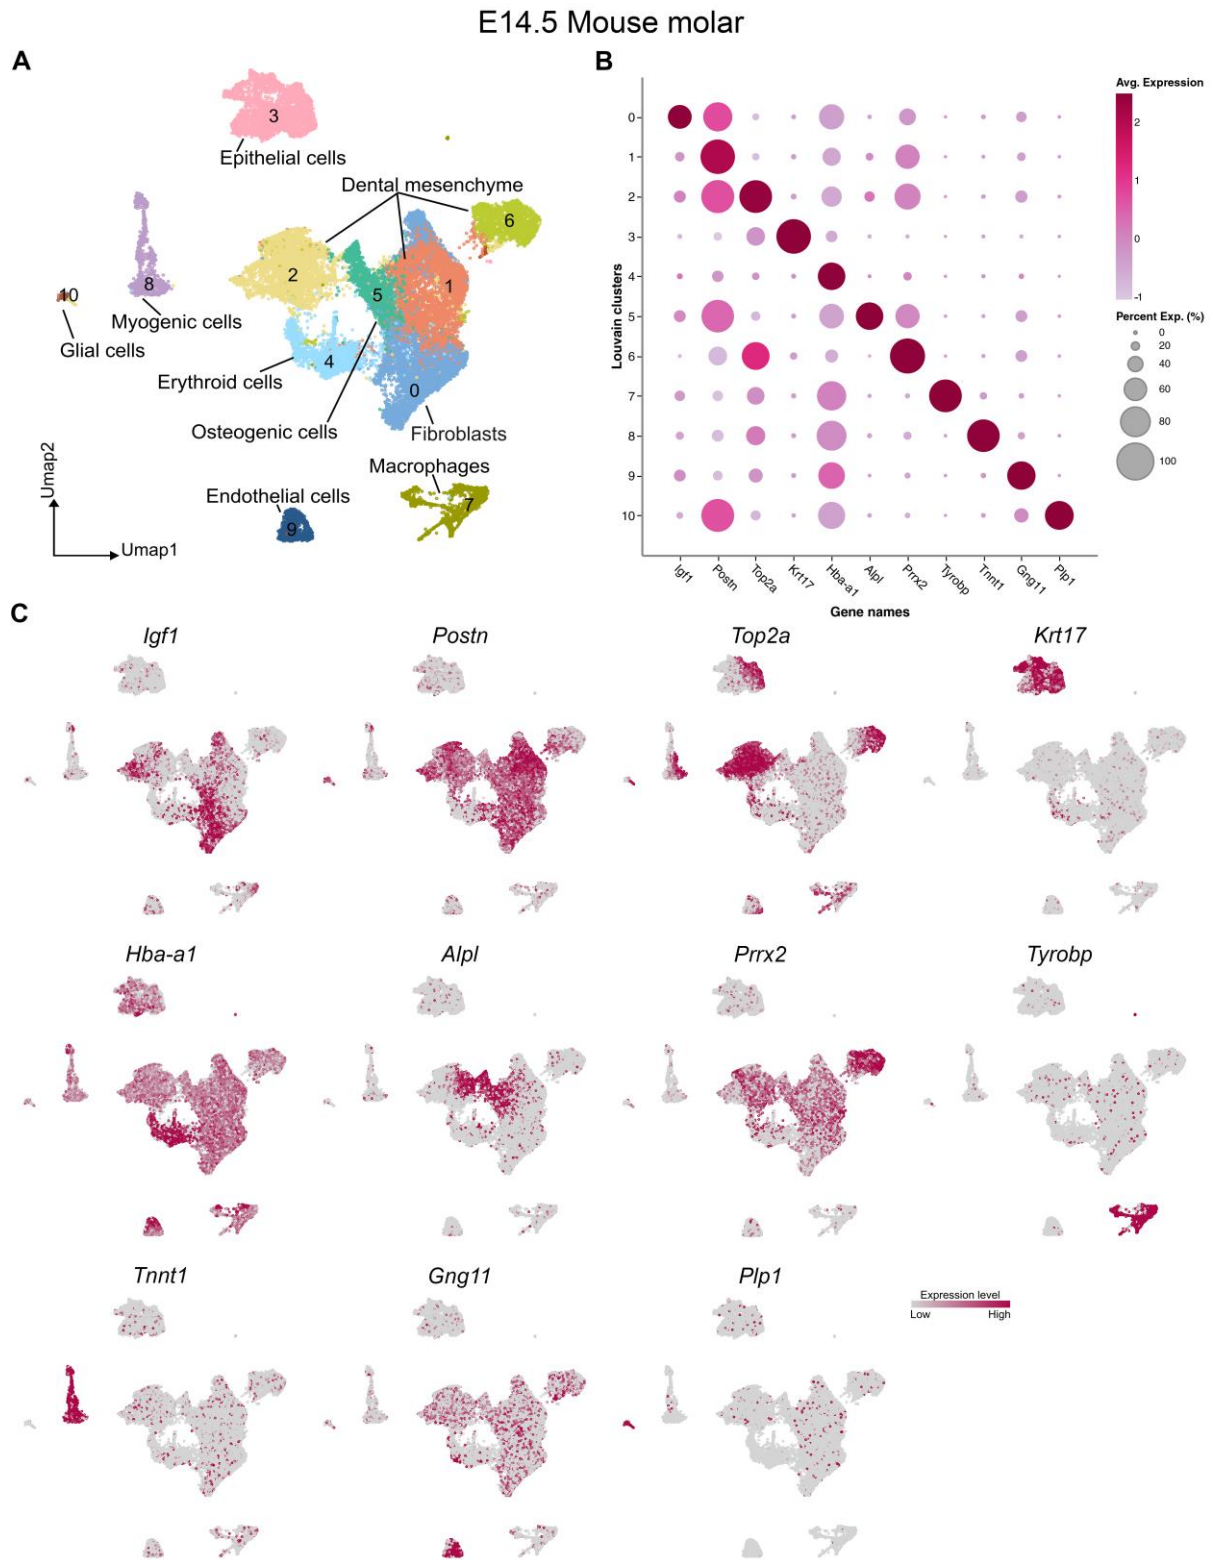

**Supplementary Figure 1.** Cell populations in developing mouse molars at E14.5. **(A)** An annotated UMAP plot with cell types in the mouse molar tooth germs at E14.5. **(B)** Dot plot demonstrating the scaled expression of selected signature genes in the cell populations shown in A. **(C)** UMAP feature plot of marker genes shown in dot plot B.

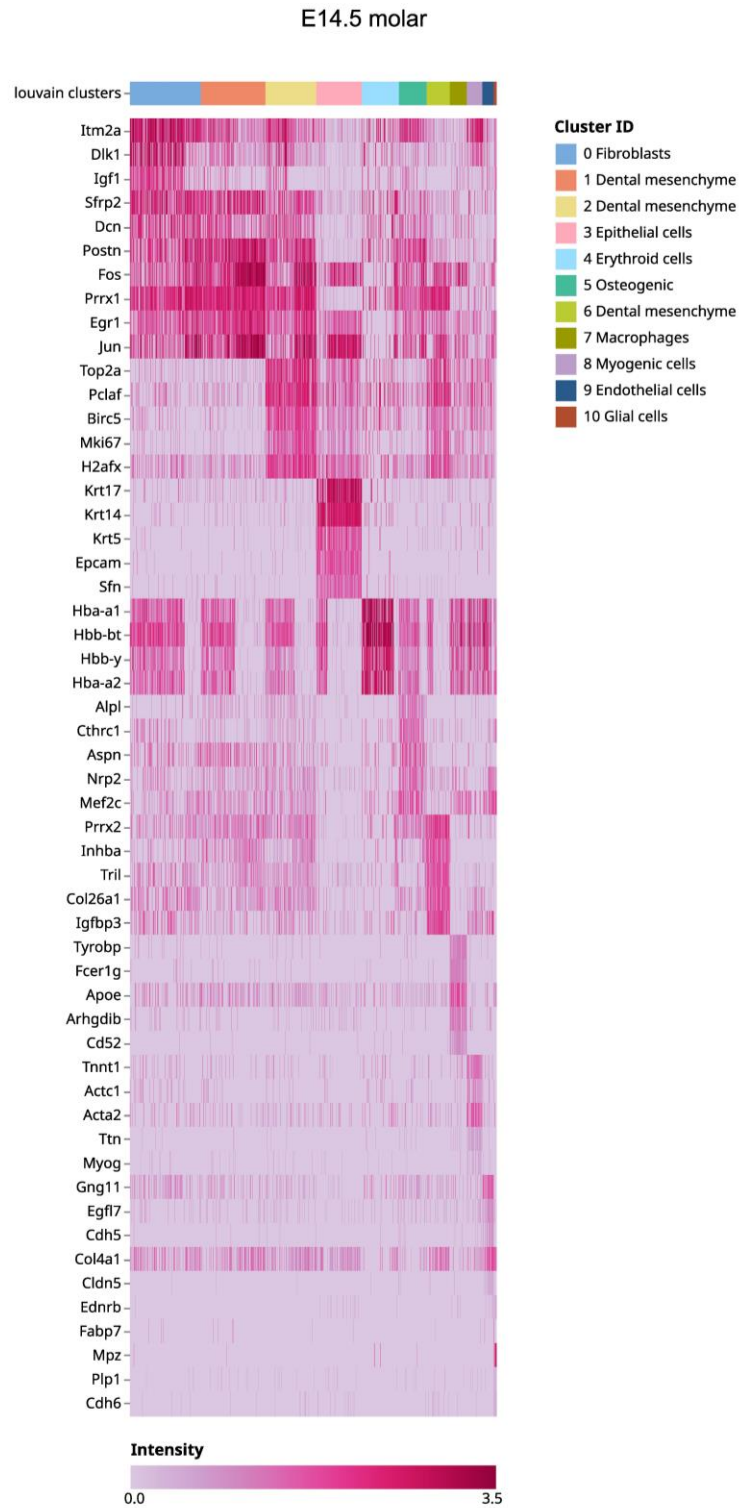

**Supplementary Figure 2.** Differential expression of genes between cell clusters in developing mouse molars at E14.5. Heatmap of top 5 differentially expressed genes between the Louvain clusters in the mouse molar tooth germs at E14.5.

## E16.5 Mouse Molar

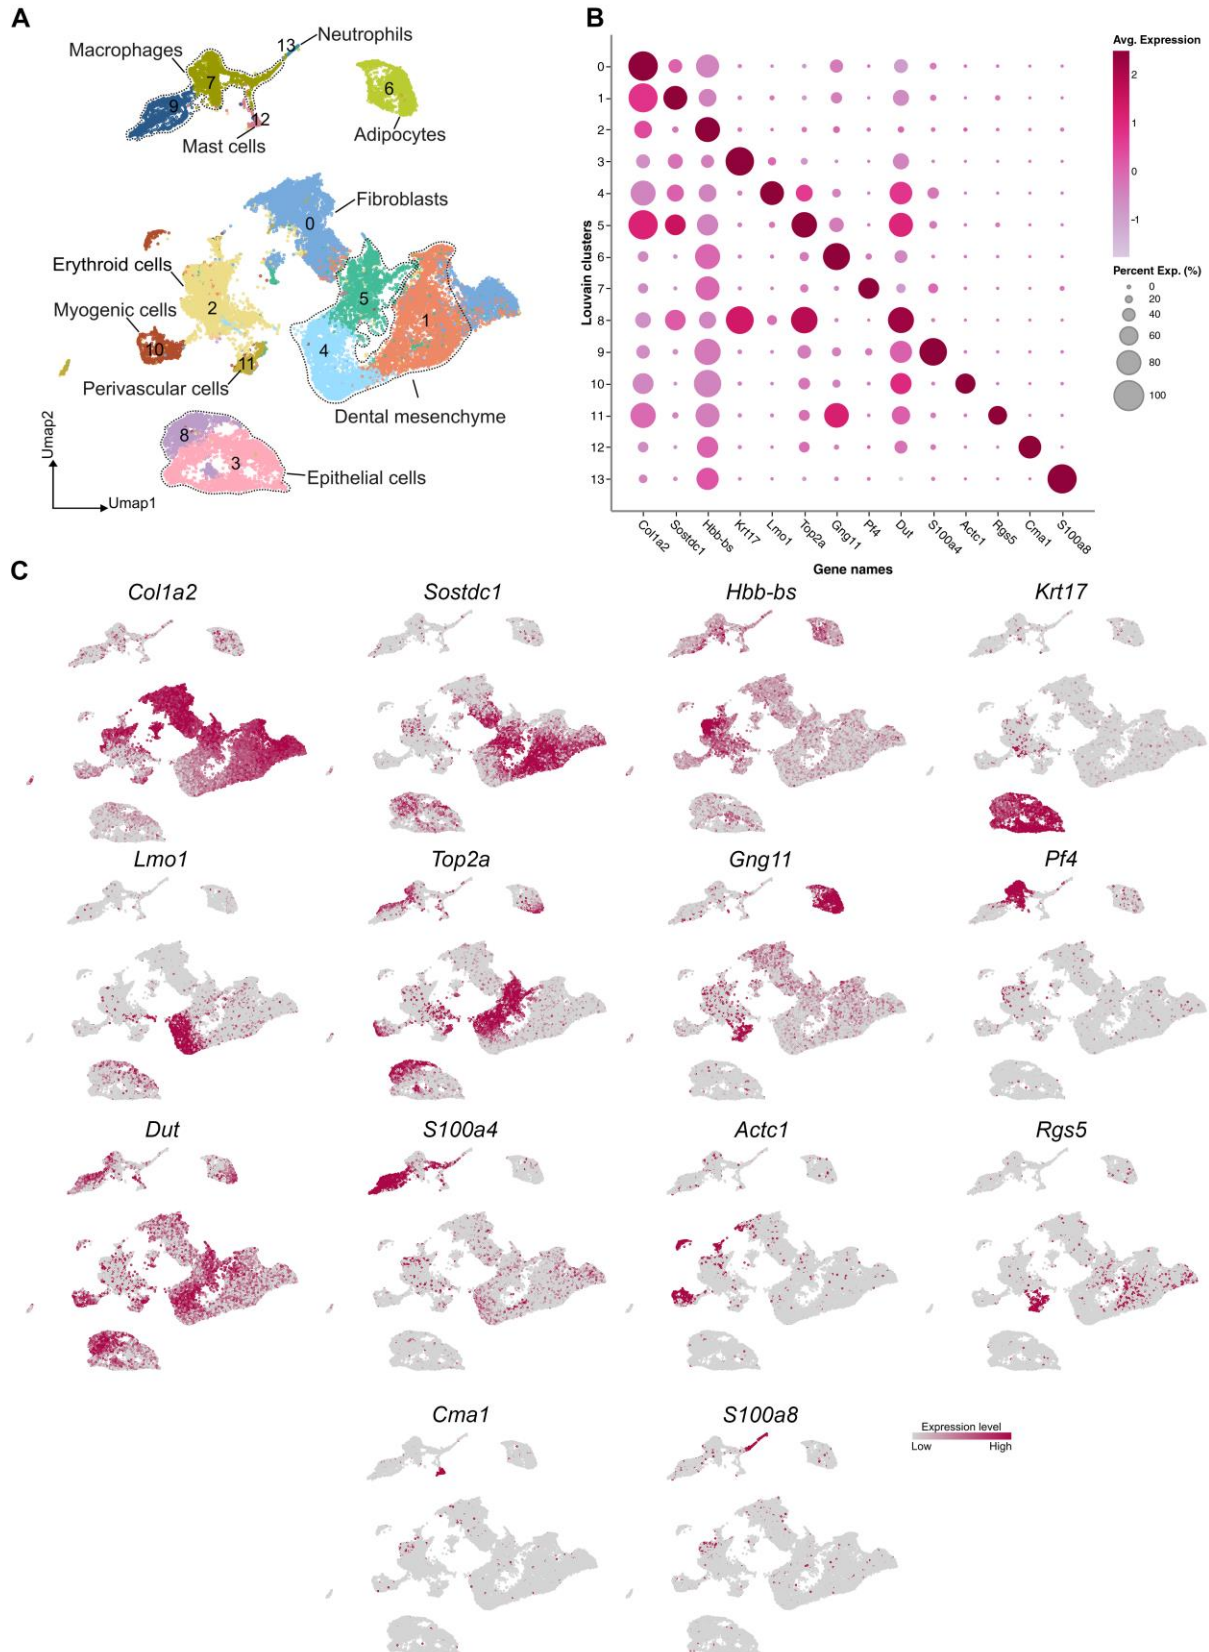

**Supplementary Figure 3.** Cell populations in developing mouse molars at E16.5. **(A)** An annotated UMAP plot with cell types in the mouse molar tooth germs with at E16.5. **(B)** Dot plot demonstrating the scaled expression of selected signature genes in the cell populations shown in A. **(C)** UMAP feature plot of marker genes shown in dot plot B.

## E16.5 Molar

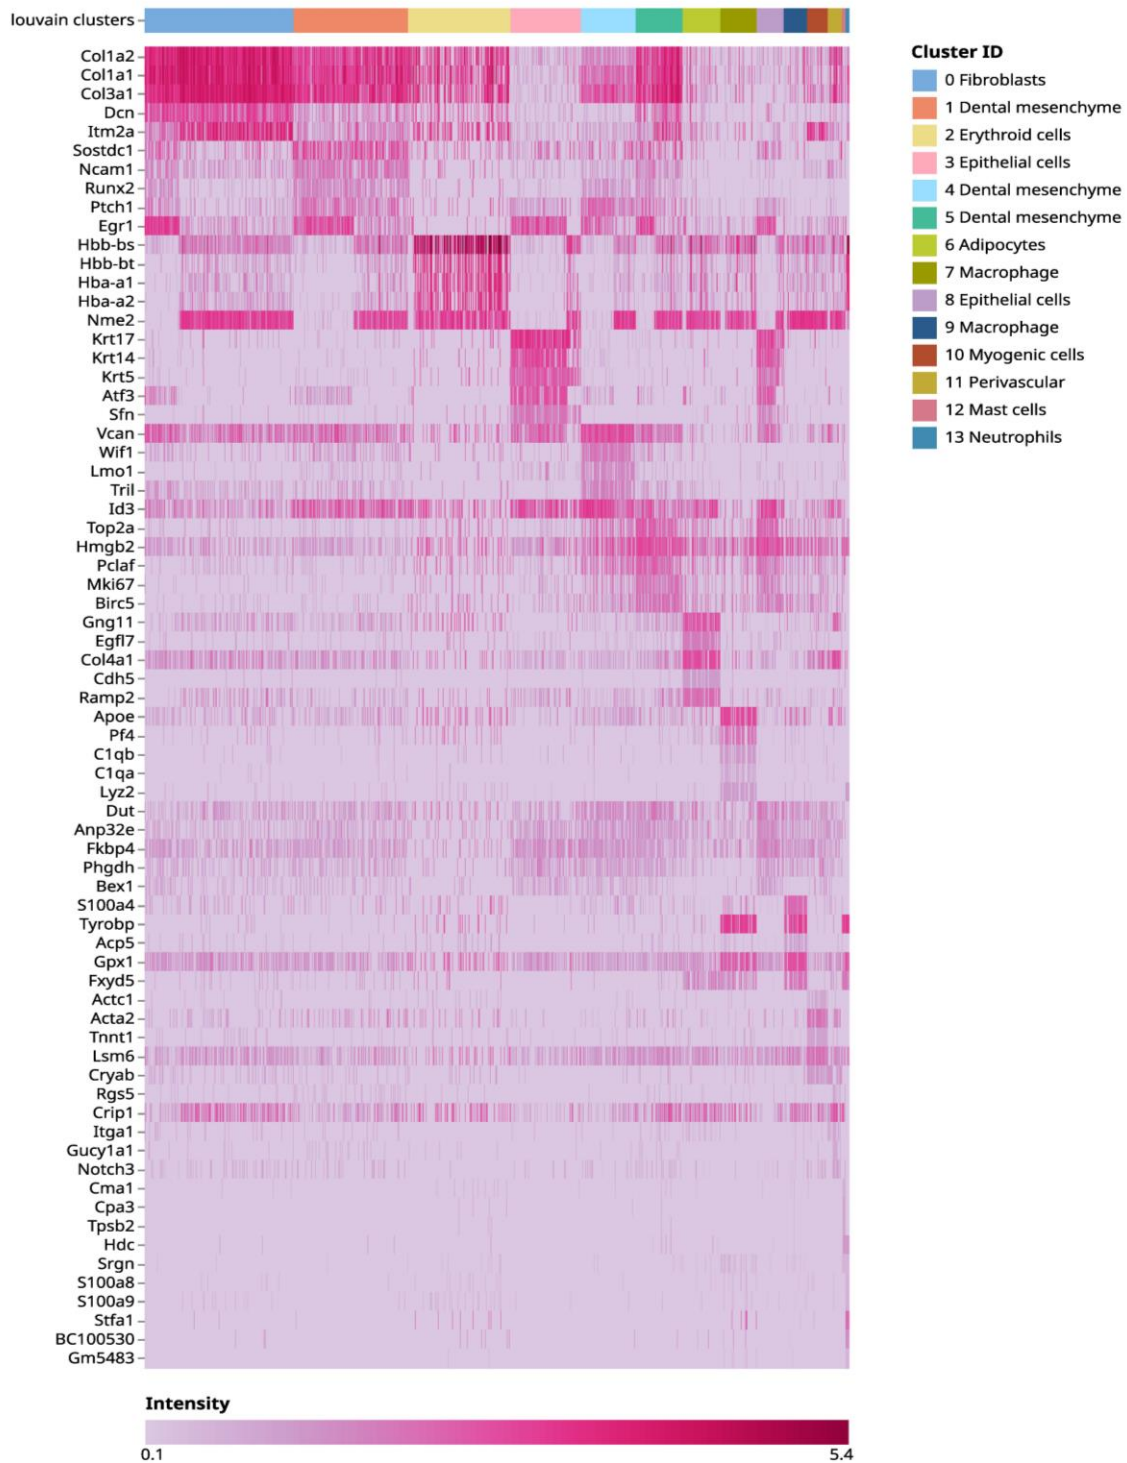

**Supplementary Figure 4.** Differential expression of genes between cell clusters in developing mouse molars at E16.5. Heatmap of top 5 differentially expressed genes between the Louvain clusters in the mouse molar tooth germs at E16.5

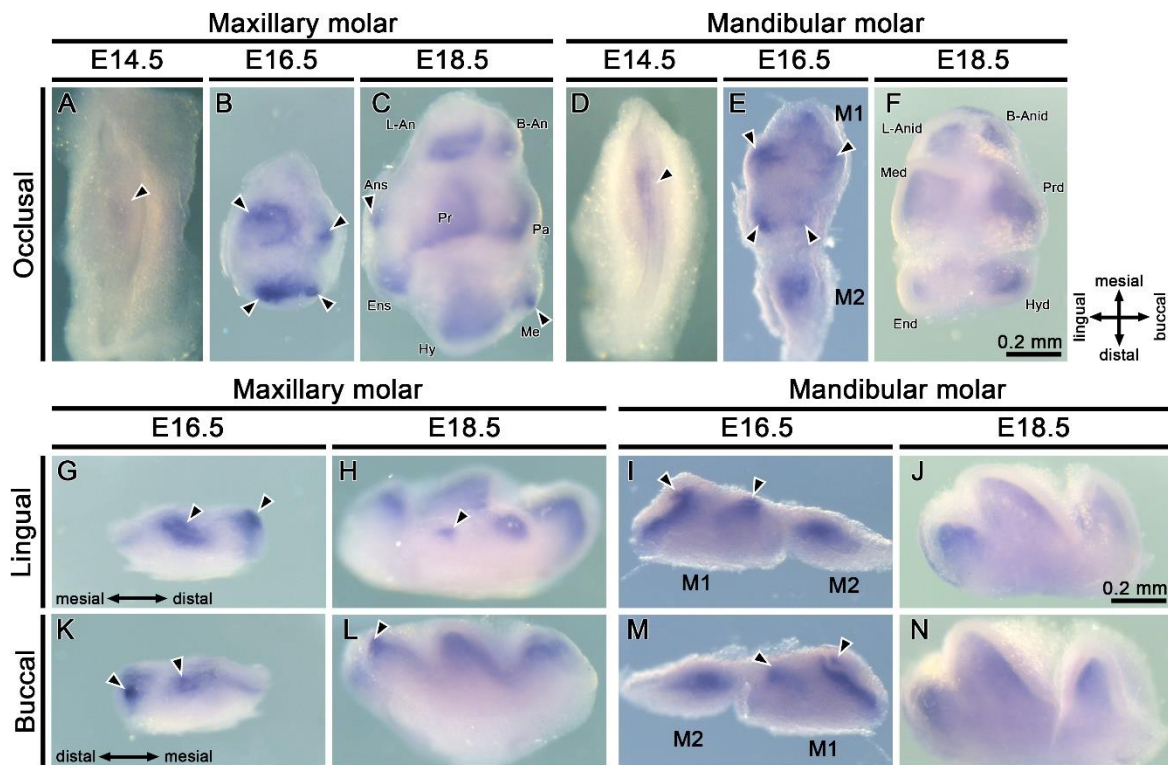

**Supplementary Figure 5.** *Notum* expression in developing molars in the maxilla and mandible. (A-F) *Notum* expression (arrowheads) in molars from an occlusal view. *Notum* is initially expressed in the center of the first molar (M1) at E14.5 and subsequently in the cusps at E16.5 and E18.5. (G-N) *Notum* expression in molars from both the lingual and buccal views. At E16.5, the epithelial *Notum* expression (arrowheads) is observed in the majority of M1 cusps. However, at E18.5, this epithelial *Notum* expression is limited to a few cusps that formed relatively late. Mesenchymal *Notum* expression is evident in the outer layer of the dental papilla at both E16.5 and E18.5.

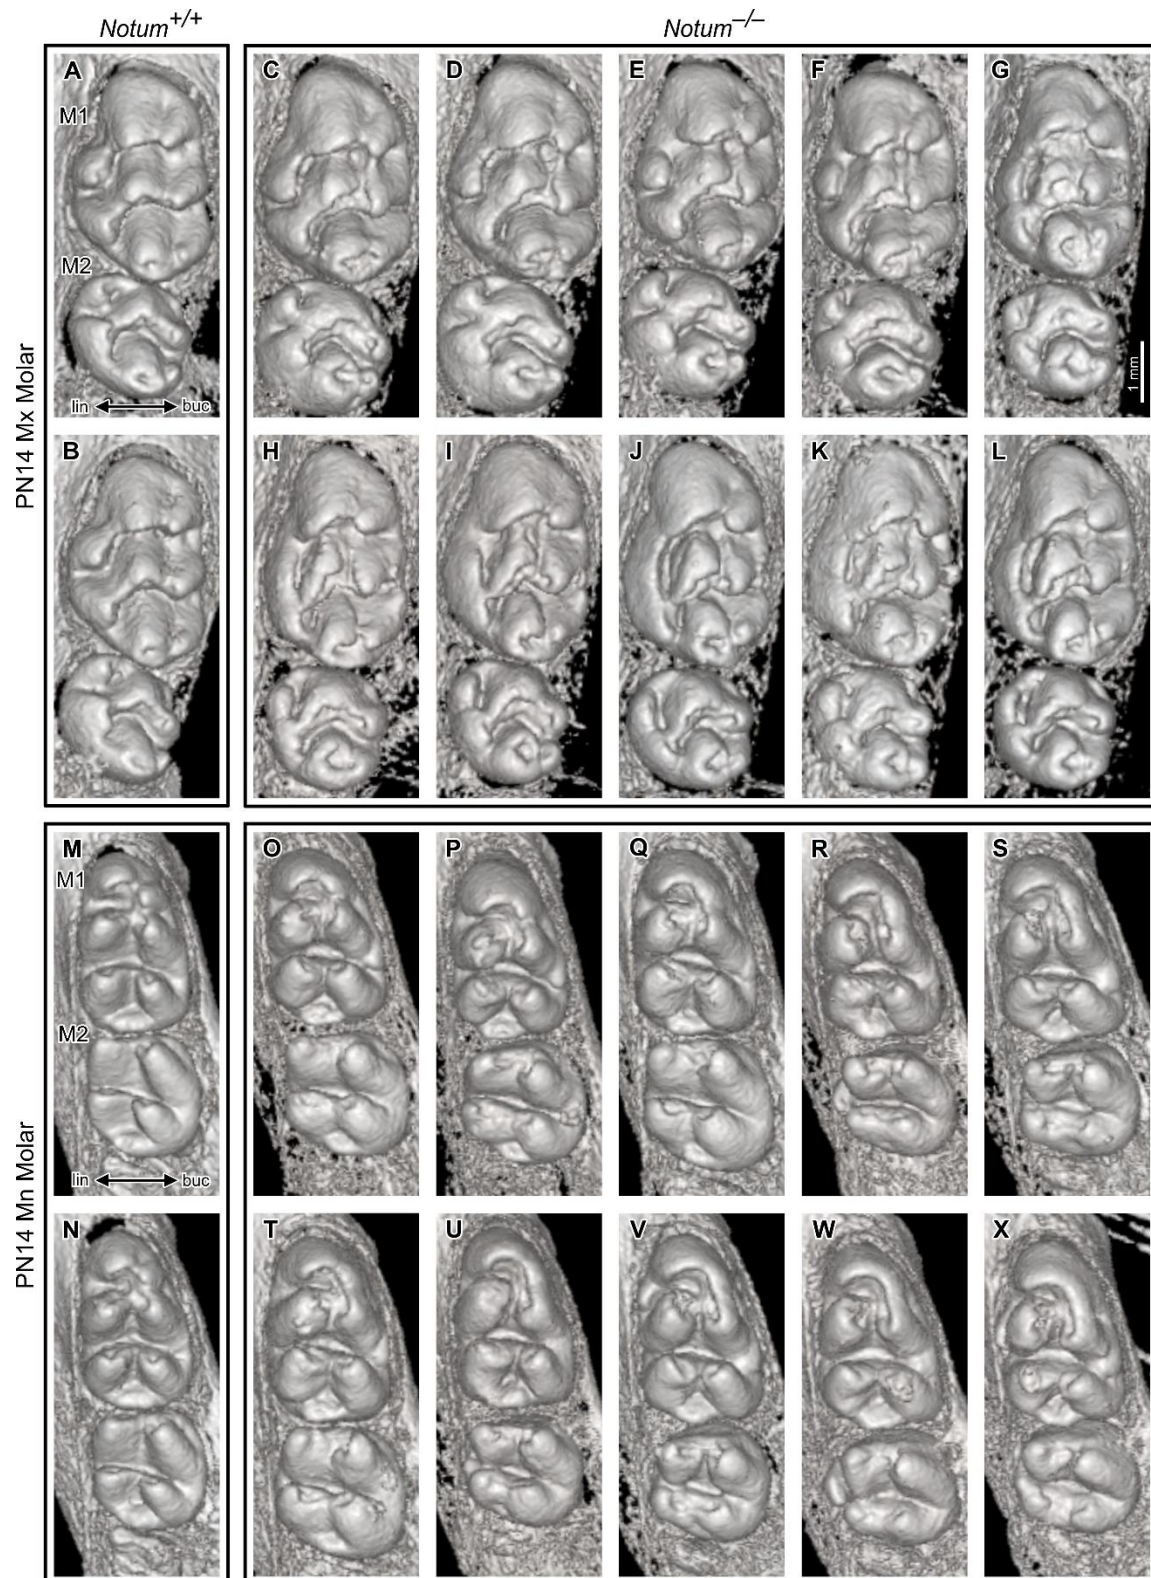

**Supplementary Figure 6.** Morphological variations in crown of maxillary and mandibular molars of *Notum*<sup>-/-</sup> mice at PN 14. (A–B) Occlusal view of maxillary molars in *Notum*<sup>+/+</sup> mice. (C–L) Occlusal view of maxillary molars in *Notum*<sup>-/-</sup> mice. *Notum*<sup>-/-</sup> M1 molars show broader cusp tips compared to the *Notum*<sup>+/+</sup> mice. (M–N) Occlusal view of mandibular molars in *Notum*<sup>+/+</sup> mice. (O–X) Occlusal view of maxillary molars in *Notum*<sup>-/-</sup> mice. *Notum*<sup>-/-</sup> mice showed the fusion between anterostyle and enterostyle in maxillary M1s (H–L) and the fusion between lingual anterocoid, buccal anterocoid, and protoconid in most of mandibular M1s (R–X).

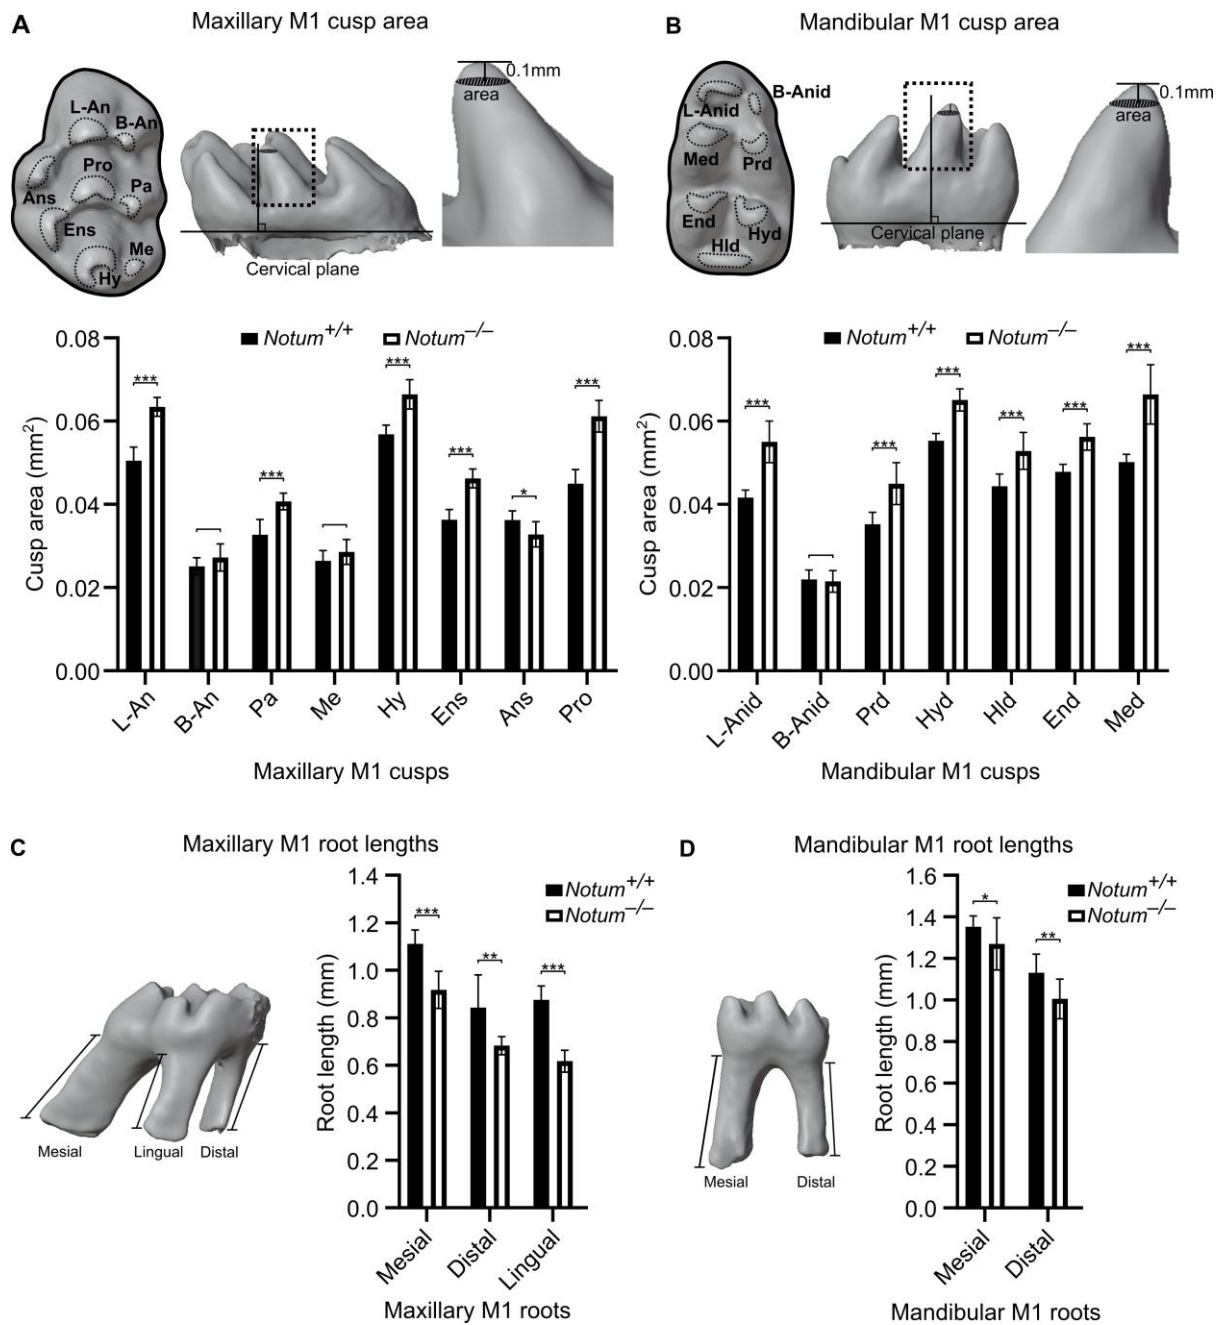

**Supplementary Figure 7.** Changes in cusp tip area and root length in *Notum*<sup>-/-</sup> M1 molars. **(A–B)** *Notum*<sup>-/-</sup> mice show a significant increase in cusp tip area in the majority of the maxillary except the buccal anterocone, and metacone and in the mandibular cusps except the buccal anteroconid (n = 10 for each group). **(C–D)** *Notum*<sup>-/-</sup> mice show significantly shorter roots in maxillary and mandibular M1 compared to the *Notum*<sup>-/-</sup> mice (n = 10 for each group). L-An: lingual anterocone, B-An: buccal anterocone, Pa: paracone, Me: metacone, Hy: hypocone, Ens: enterostyle, Ans: anterostyle, Pr: protocone, L-Anid: lingual anteroconid, B-Anid: buccal anteroconid, Prd: protoconid, Hyd: hypoconid, Hld: hypoconulid. End: entoconid, Med: metaconid. Mann Whitney U test, \*P < 0.05, \*\*P < 0.01 and \*\*\*P < 0.001.

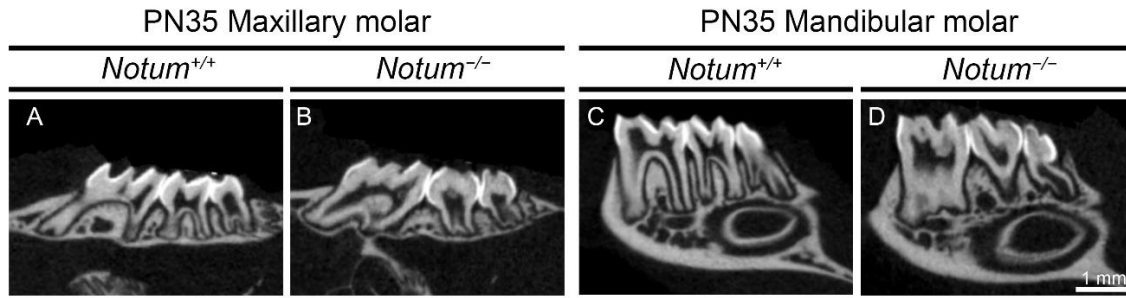

**Supplementary Figure 8.** Maxillary and mandibular molars appearance in micro-CT sections. (A-D) The phenotypes in molars of PN35 *Notum*<sup>+/+</sup> and *Notum*<sup>-/-</sup> mice. The sagittal sections show that the maxillary and the mandibular M1 and M2 roots are fused together in *Notum*<sup>-/-</sup> compared to the *Notum*<sup>+/+</sup> mice. The enamel shows a bright white color with similar intensity and thickness in *Notum*<sup>+/+</sup> and *Notum*<sup>-/-</sup> molars. *Notum*<sup>-/-</sup> molars show severe attrition compared to the *Notum*<sup>+/+</sup> molars. As a result, the enamel is absent on the occlusal surface.

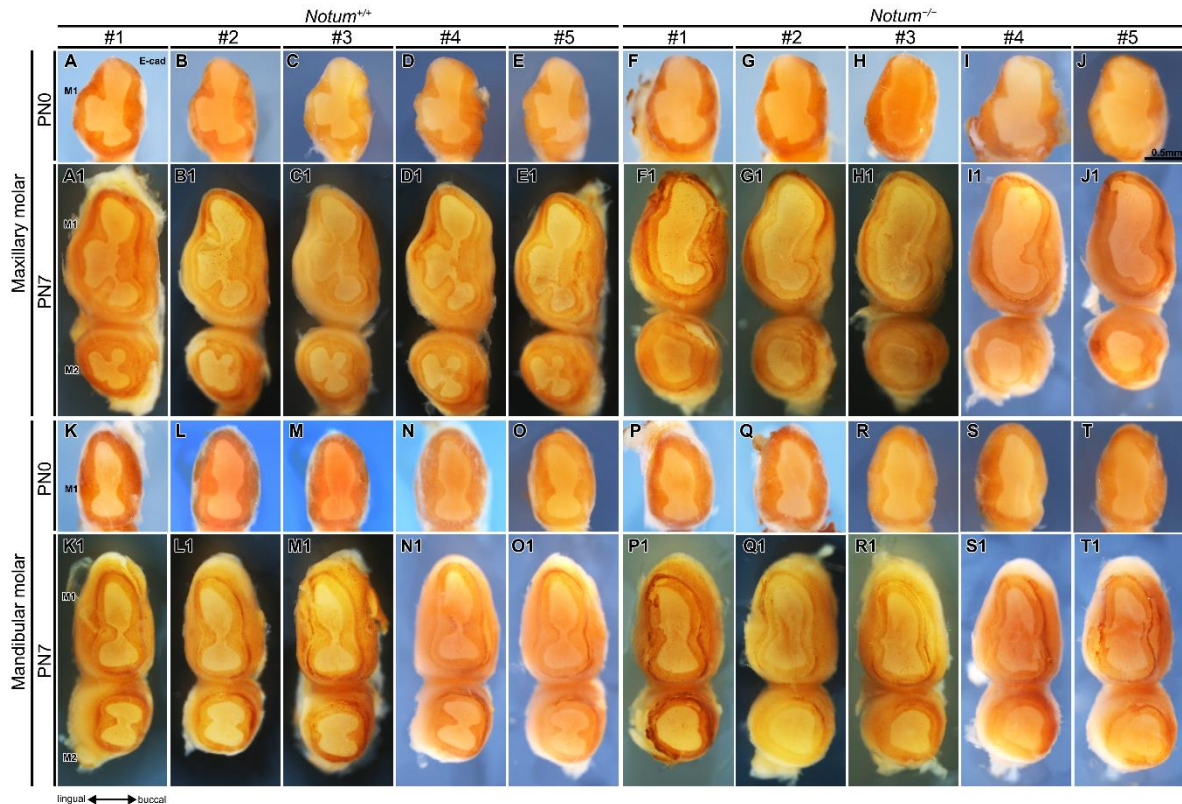

**Supplementary Figure 9.** Altered cervical tongue morphology of *Notum*<sup>-/-</sup> molars. (A-T1) The localization of the E-cadherin in the apical view of maxillary and mandibular M1 at PN0 and PN7 (n = 5 per group). *Notum*<sup>-/-</sup> M1s display shorter cervical tongues and wider gaps between cervical tongues compared to *Notum*<sup>+/+</sup> M1.

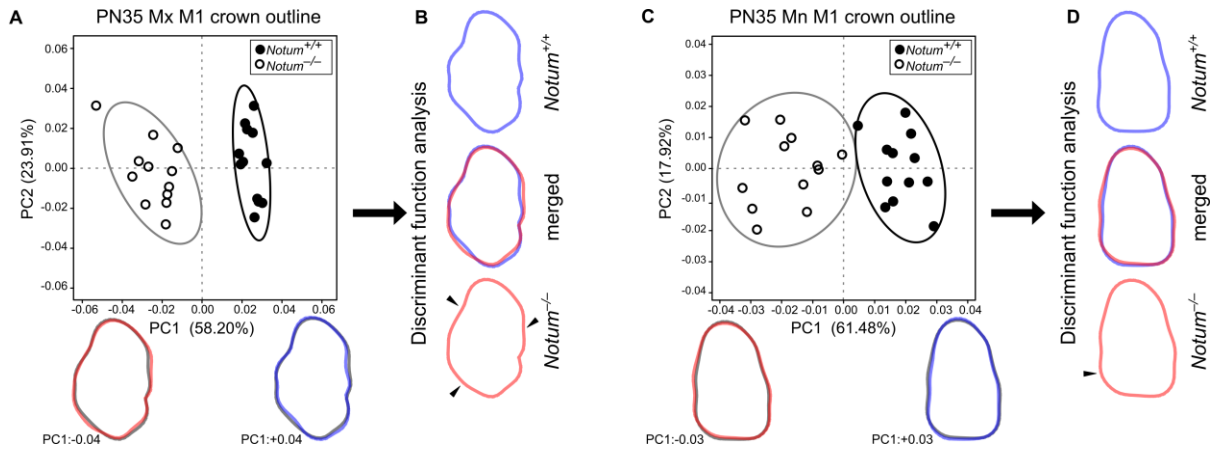

**Supplementary Figure 10.** Geometric morphometric changes in cusp pattern and crown outline in *Notum*<sup>-/-</sup> mice at PN35. (A–D) PCA of maxillary and mandibular crown outline at PN 35 (n = 12 for each group). *Notum*<sup>-/-</sup> M1s are clustered separately from the *Notum*<sup>+/+</sup> M1 on the PC1 axis. Cross-validated DF analysis correctly classifies *Notum*<sup>-/-</sup> M1 into *Notum*<sup>-/-</sup> M1 group and *Notum*<sup>+/+</sup> M1 as *Notum*<sup>+/+</sup> M1 group with 100% predictive accuracy in the maxilla. In mandible, *Notum*<sup>-/-</sup> M1s are correctly classified into *Notum*<sup>-/-</sup> M1 group with 92% predictive accuracy and *Notum*<sup>+/+</sup> M1 into *Notum*<sup>+/+</sup> M1 group with 100% predictive accuracy. Morphometric changes in crown outline at PN35 mirror those at PN14 (arrowheads in B, D).

**Supplementary Table 1.** Top 50 upregulated genes in molars of *Notum*<sup>-/-</sup> mice compared to *Notum*<sup>+/+</sup> mice at E14.5 (fold change > 2, FPKM > 0.3)

| Gene id            | Gene name     | Gene description                                                           | P value     | Fold change |
|--------------------|---------------|----------------------------------------------------------------------------|-------------|-------------|
| ENSMUSG00000044041 | <i>Krt13</i>  | keratin 13                                                                 | 1.6731E-196 | 8.472408724 |
| ENSMUSG00000033825 | <i>Tpsb2</i>  | tryptase beta 2                                                            | 8.54034E-08 | 6.862759807 |
| ENSMUSG00000050578 | <i>Mmp13</i>  | matrix metalloproteinase 13                                                | 2.75126E-16 | 6.530235624 |
| ENSMUSG00000059668 | <i>Krt4</i>   | keratin 4                                                                  | 3.30006E-71 | 5.759029893 |
| ENSMUSG00000062694 | <i>Cav3</i>   | caveolin 3                                                                 | 1.73517E-10 | 4.868339895 |
| ENSMUSG00000034634 | <i>Ly6d</i>   | lymphocyte antigen 6 complex, locus D                                      | 2.46197E-12 | 4.561926433 |
| ENSMUSG00000052974 | <i>Cyp2f2</i> | cytochrome P450, family 2, subfamily f, polypeptide 2                      | 1.12626E-10 | 4.296644118 |
| ENSMUSG00000078787 | <i>Cyp2t4</i> | cytochrome P450, family 2, subfamily t, polypeptide 4                      | 4.24759E-08 | 4.167150112 |
| ENSMUSG00000022225 | <i>Cma1</i>   | chymase 1, mast cell                                                       | 1.31986E-13 | 3.810918215 |
| ENSMUSG00000030399 | <i>Ckm</i>    | creatine kinase, muscle                                                    | 8.02863E-13 | 3.809788332 |
| ENSMUSG00000050359 | <i>Sprr1a</i> | small proline-rich protein 1A                                              | 0.013552525 | 3.682952995 |
| ENSMUSG00000032484 | <i>Ngp</i>    | neutrophilic granule protein                                               | 0.000257532 | 3.634824115 |
| ENSMUSG00000022902 | <i>Stfa2</i>  | stefin A2                                                                  | 0.028697929 | 3.591219906 |
| ENSMUSG00000016327 | <i>Atp1b4</i> | ATPase, (Na <sup>+</sup> )/K <sup>+</sup> transporting, beta 4 polypeptide | 2.3677E-14  | 3.553799041 |
| ENSMUSG00000041476 | <i>Smpx</i>   | small muscle protein, X-linked                                             | 6.60277E-06 | 3.544493618 |
| ENSMUSG00000061723 | <i>Tnnt3</i>  | troponin T3, skeletal, fast                                                | 1.28332E-18 | 3.533313363 |
| ENSMUSG00000038086 | <i>Hspb2</i>  | heat shock protein 2                                                       | 0.003232214 | 3.406613524 |
| ENSMUSG00000020836 | <i>Coro6</i>  | coronin 6                                                                  | 1.63957E-05 | 3.288319163 |
| ENSMUSG00000020067 | <i>Mypn</i>   | myopalladin                                                                | 8.28225E-09 | 3.092999296 |

|                    |                |                                                              |             |             |
|--------------------|----------------|--------------------------------------------------------------|-------------|-------------|
| ENSMUSG00000027360 | <i>Hdc</i>     | histidine decarboxylase                                      | 3.7147E-08  | 3.068094229 |
| ENSMUSG00000021798 | <i>Ldb3</i>    | LIM domain binding 3                                         | 8.02393E-23 | 2.983968723 |
| ENSMUSG00000079588 | <i>Tmem182</i> | transmembrane protein 182                                    | 0.000210177 | 2.900610777 |
| ENSMUSG00000040666 | <i>Sh3bgr</i>  | SH3-binding domain glutamic acid-rich protein                | 0.002015265 | 2.897293432 |
| ENSMUSG00000030785 | <i>Cox6a2</i>  | cytochrome c oxidase subunit 6A2                             | 0.000210538 | 2.859188116 |
| ENSMUSG00000044086 | <i>Lmod3</i>   | leiomodins 3 (fetal)                                         | 7.38224E-07 | 2.854652347 |
| ENSMUSG00000056071 | <i>S100a9</i>  | S100 calcium binding protein A9 (calgranulin B)              | 3.0686E-05  | 2.822510872 |
| ENSMUSG00000033044 | <i>Dhrs7c</i>  | dehydrogenase/reductase (SDR family) member 7C               | 0.010093723 | 2.798812036 |
| ENSMUSG00000078815 | <i>Cacng6</i>  | calcium channel, voltage-dependent, gamma subunit 6          | 0.00147539  | 2.788687603 |
| ENSMUSG00000063130 | <i>Calml3</i>  | calmodulin-like 3                                            | 1.48179E-05 | 2.7212056   |
| ENSMUSG00000079679 | <i>Vwde</i>    | von Willebrand factor D and EGF domains                      | 7.84061E-08 | 2.709865461 |
| ENSMUSG00000027861 | <i>Casq2</i>   | calsequestrin 2                                              | 1.26144E-18 | 2.683233703 |
| ENSMUSG00000031972 | <i>Acta1</i>   | actin, alpha 1, skeletal muscle                              | 2.23828E-61 | 2.674285926 |
| ENSMUSG00000049641 | <i>Vgll2</i>   | vestigial like family member 2                               | 8.58412E-09 | 2.666943116 |
| ENSMUSG00000020722 | <i>Cacng1</i>  | calcium channel, voltage-dependent, gamma subunit 1          | 0.00394124  | 2.640780085 |
| ENSMUSG00000031097 | <i>Tnni2</i>   | troponin I, skeletal, fast 2                                 | 4.98489E-07 | 2.634856831 |
| ENSMUSG00000020676 | <i>Ccl11</i>   | chemokine (C-C motif) ligand 11                              | 0.040551527 | 2.633279088 |
| ENSMUSG00000026407 | <i>Cacna1s</i> | calcium channel, voltage-dependent, L type, alpha 1S subunit | 9.80383E-08 | 2.596296865 |
| ENSMUSG00000024471 | <i>Myot</i>    | myotilin                                                     | 5.32683E-07 | 2.589819769 |
| ENSMUSG00000020061 | <i>Mybpc1</i>  | myosin binding protein C, slow-type                          | 3.56055E-25 | 2.588082671 |
| ENSMUSG00000079428 | <i>Tceal7</i>  | transcription elongation factor A (SII)-like 7               | 2.10282E-11 | 2.581518632 |
| ENSMUSG00000028116 | <i>Myoz2</i>   | myozenin 2                                                   | 5.94744E-05 | 2.576291734 |
| ENSMUSG00000047819 | <i>Tigd4</i>   | tigger transposable element derived 4                        | 0.001540891 | 2.576152854 |
| ENSMUSG00000060913 | <i>Trim55</i>  | tripartite motif-containing 55                               | 2.29574E-09 | 2.569595539 |
| ENSMUSG00000030672 | <i>Mylpf</i>   | myosin light chain, phosphorylatable, fast skeletal muscle   | 1.14324E-31 | 2.545394725 |
| ENSMUSG00000026253 | <i>Chrng</i>   | cholinergic receptor, nicotinic, gamma polypeptide           | 2.66428E-10 | 2.519904464 |
| ENSMUSG00000055775 | <i>Myh8</i>    | myosin, heavy polypeptide 8, skeletal muscle, perinatal      | 3.71311E-27 | 2.509829235 |
| ENSMUSG00000001508 | <i>Sgca</i>    | sarcoglycan, alpha (dystrophin-associated glycoprotein)      | 0.000633746 | 2.495104807 |
| ENSMUSG00000026414 | <i>Tnnt2</i>   | troponin T2, cardiac                                         | 1.58098E-18 | 2.494283998 |
| ENSMUSG00000022215 | <i>Fitm1</i>   | fat storage-inducing transmembrane protein 1                 | 0.009040807 | 2.490344662 |
| ENSMUSG00000001865 | <i>Cpa3</i>    | carboxypeptidase A3, mast cell                               | 2.08137E-10 | 2.418955725 |

**Supplementary Table 2.** Downregulated genes in molars of *Notum*<sup>-/-</sup> mice compared to *Notum*<sup>+/+</sup> mice at E14.5 (fold change > 2, FPKM > 0.3)

| Gene id            | Gene name     | Gene description                                     | P value  | Fold change |
|--------------------|---------------|------------------------------------------------------|----------|-------------|
| ENSMUSG00000004366 | <i>Sst</i>    | somatostatin                                         | 0.005212 | -6.50524747 |
| ENSMUSG00000079466 | <i>Prdm12</i> | PR domain containing 12                              | 0.00707  | -5.96851805 |
| ENSMUSG00000014603 | <i>Alx3</i>   | aristaless-like homeobox 3                           | 3.13E-07 | -5.72628632 |
| ENSMUSG00000038193 | <i>Hand2</i>  | heart and neural crest derivatives expressed 2       | 3.63E-14 | -5.21463018 |
| ENSMUSG00000032357 | <i>Tinag</i>  | tubulointerstitial nephritis antigen                 | 0.021886 | -4.95707814 |
| ENSMUSG00000001494 | <i>Sost</i>   | sclerostin                                           | 0.002211 | -4.86456741 |
| ENSMUSG00000036602 | <i>Alx1</i>   | ALX homeobox 1                                       | 3.56E-21 | -4.72369957 |
| ENSMUSG00000058626 | <i>Capn11</i> | calpain 11                                           | 2.08E-07 | -4.5135441  |
| ENSMUSG00000022212 | <i>Cpne6</i>  | copine VI                                            | 0.003385 | -4.23600858 |
| ENSMUSG00000004872 | <i>Pax3</i>   | paired box 3                                         | 1.96E-07 | -3.69784715 |
| ENSMUSG00000036437 | <i>Npy1r</i>  | neuropeptide Y receptor Y1                           | 0.004502 | -2.75407373 |
| ENSMUSG00000053024 | <i>Cntn2</i>  | contactin 2                                          | 4.44E-06 | -2.58152529 |
| ENSMUSG00000032318 | <i>Isl2</i>   | insulin related protein 2 (islet 2)                  | 0.027131 | -2.41925863 |
| ENSMUSG00000042988 | <i>Notum</i>  | notum palmitoleoyl-protein carboxylesterase          | 0.000756 | -2.21190188 |
| ENSMUSG00000020018 | <i>Snrpf</i>  | small nuclear ribonucleoprotein polypeptide F        | 5.01E-06 | -2.14008280 |
| ENSMUSG00000027071 | <i>P2rx3</i>  | purinergic receptor P2X, ligand-gated ion channel, 3 | 0.034761 | -2.06319196 |
| ENSMUSG00000028072 | <i>Ntrk1</i>  | neurotrophic tyrosine kinase, receptor, type 1       | 0.001093 | -2.03138351 |

**Supplementary Table 3.** Upregulated genes in molars of *Notum*<sup>-/-</sup> mice compared to *Notum*<sup>+/+</sup> mice at E16.5 (fold change > 2, FPKM > 0.3)

| Gene id            | Gene name     | Gene description                                                      | P value   | Fold change |
|--------------------|---------------|-----------------------------------------------------------------------|-----------|-------------|
| ENSMUSG00000019932 | <i>Kera</i>   | keratocan                                                             | 7.13E-48  | 5.714947    |
| ENSMUSG00000031603 | <i>Fgf20</i>  | fibroblast growth factor 20                                           | 2.07E-06  | 4.373358    |
| ENSMUSG00000064360 | <i>mt-Nd3</i> | mitochondrially encoded NADH dehydrogenase 3                          | 2.84E-13  | 3.917385    |
| ENSMUSG00000021622 | <i>Ckmt2</i>  | creatine kinase, mitochondrial 2                                      | 1.21E-08  | 3.555372    |
| ENSMUSG00000068122 | <i>Agtr2</i>  | angiotensin II receptor, type 2                                       | 1.81E-100 | 3.052717    |
| ENSMUSG00000064358 | <i>mt-Co3</i> | mitochondrially encoded cytochrome c oxidase III                      | 4.98E-07  | 3.024279    |
| ENSMUSG00000059108 | <i>Ifitm6</i> | interferon induced transmembrane protein 6                            | 0.033944  | 2.974692    |
| ENSMUSG00000063245 | <i>Zfp993</i> | zinc finger protein 993                                               | 0.000471  | 2.958191    |
| ENSMUSG00000042254 | <i>Cilp</i>   | cartilage intermediate layer protein, nucleotide pyrophosphohydrolase | 1.94E-11  | 2.925638    |
| ENSMUSG00000001865 | <i>Cpa3</i>   | carboxypeptidase A3, mast cell                                        | 3.26E-16  | 2.608288    |
| ENSMUSG00000056643 | <i>Chst13</i> | carbohydrate (chondroitin 4) sulfotransferase 13                      | 0.031958  | 2.538128    |
| ENSMUSG00000022225 | <i>Cma1</i>   | chymase 1, mast cell                                                  | 9.36E-19  | 2.460558    |
| ENSMUSG00000053093 | <i>Myh7</i>   | myosin, heavy polypeptide 7, cardiac muscle, beta                     | 1.11E-18  | 2.433521    |

|                    |                |                                                                           |           |          |
|--------------------|----------------|---------------------------------------------------------------------------|-----------|----------|
| ENSMUSG00000010797 | <i>Wnt2</i>    | wingless-type MMTV integration site family, member 2                      | 0.010194  | 2.381359 |
| ENSMUSG00000025044 | <i>Msr1</i>    | macrophage scavenger receptor 1                                           | 8.28E-05  | 2.339884 |
| ENSMUSG00000031535 | <i>Dkk4</i>    | dickkopf WNT signaling pathway inhibitor 4                                | 3.33E-05  | 2.332174 |
| ENSMUSG00000032419 | <i>Tbx18</i>   | T-box18                                                                   | 8.37E-07  | 2.278756 |
| ENSMUSG00000070385 | <i>Ampd1</i>   | adenosine monophosphate deaminase 1                                       | 2.61E-07  | 2.256862 |
| ENSMUSG00000092035 | <i>Peg10</i>   | paternally expressed 10                                                   | 4.59E-71  | 2.245729 |
| ENSMUSG00000035258 | <i>Abi3bp</i>  | ABI gene family, member 3 (NESH) binding protein                          | 4.70E-42  | 2.243991 |
| ENSMUSG00000064354 | <i>mt-Co2</i>  | mitochondrially encoded cytochrome c oxidase II                           | 6.84E-08  | 2.241564 |
| ENSMUSG00000052276 | <i>Ostn</i>    | osteocrin                                                                 | 0.002977  | 2.214417 |
| ENSMUSG00000054293 | <i>P2ry10b</i> | purinergic receptor P2Y, G-protein coupled 10B                            | 4.24E-05  | 2.208457 |
| ENSMUSG00000049115 | <i>Agtr1a</i>  | angiotensin II receptor, type 1a                                          | 6.41E-05  | 2.202085 |
| ENSMUSG00000052854 | <i>Nrk</i>     | Nik related kinase                                                        | 2.57E-57  | 2.194555 |
| ENSMUSG00000024529 | <i>Lox</i>     | lysyl oxidase                                                             | 2.57E-93  | 2.182619 |
| ENSMUSG00000005220 | <i>Corin</i>   | corin                                                                     | 4.78E-08  | 2.161709 |
| ENSMUSG00000019787 | <i>Trdn</i>    | triadin                                                                   | 7.28E-05  | 2.128557 |
| ENSMUSG00000020805 | <i>Slc13a5</i> | solute carrier family 13 (sodium-dependent citrate transporter), member 5 | 6.74E-10  | 2.121354 |
| ENSMUSG00000022595 | <i>Lypd2</i>   | Ly6/Plaur domain containing 2                                             | 0.035254  | 2.112494 |
| ENSMUSG00000050931 | <i>Sgms2</i>   | sphingomyelin synthase 2                                                  | 3.55E-32  | 2.087137 |
| ENSMUSG00000027559 | <i>Car3</i>    | carbonic anhydrase 3                                                      | 2.71E-16  | 2.075139 |
| ENSMUSG00000021390 | <i>Ogn</i>     | osteoglycin                                                               | 1.23E-70  | 2.070199 |
| ENSMUSG00000019817 | <i>Plagl1</i>  | pleiomorphic adenoma gene-like 1                                          | 1.63E-109 | 2.065845 |
| ENSMUSG00000074934 | <i>Grem1</i>   | gremlin 1, DAN family BMP antagonist                                      | 0.000162  | 2.060451 |
| ENSMUSG00000036144 | <i>Meox2</i>   | mesenchyme homeobox 2                                                     | 3.71E-09  | 2.055837 |
| ENSMUSG00000051747 | <i>Ttn</i>     | titin                                                                     | 4.81E-67  | 2.052107 |
| ENSMUSG00000042607 | <i>Asb4</i>    | ankyrin repeat and SOCS box-containing 4                                  | 2.53E-10  | 2.04622  |
| ENSMUSG00000042045 | <i>Sln</i>     | sarcophilin                                                               | 2.83E-12  | 2.038246 |
| ENSMUSG00000045613 | <i>Chrm2</i>   | cholinergic receptor, muscarinic 2, cardiac                               | 5.98E-06  | 2.031555 |
| ENSMUSG00000022342 | <i>Kcnv1</i>   | potassium channel, subfamily V, member 1                                  | 2.09E-05  | 2.027014 |
| ENSMUSG00000036855 | <i>Gjd4</i>    | gap junction protein, delta 4                                             | 0.001773  | 2.024189 |
| ENSMUSG00000020077 | <i>Srgn</i>    | serglycin                                                                 | 0.000572  | 2.022666 |
| ENSMUSG00000026586 | <i>Prrx1</i>   | paired related homeobox 1                                                 | 1.30E-89  | 2.022269 |
| ENSMUSG00000021388 | <i>Aspn</i>    | asporin                                                                   | 1.55E-72  | 2.016374 |

**Supplementary Table 4.** Top 50 downregulated genes in molars of *Notum*<sup>-/-</sup> mice compared to *Notum*<sup>+/+</sup> mice at E16.5 (fold change > 2, FPKM > 0.3)

| Gene id            | Gene name     | Gene description        | P value  | Fold change |
|--------------------|---------------|-------------------------|----------|-------------|
| ENSMUSG00000079466 | <i>Prdm12</i> | PR domain containing 12 | 5.07E-07 | -236.839    |
| ENSMUSG00000042448 | <i>Hoxd1</i>  | homeobox D1             | 2.05E-06 | -192.528    |

|                    |                |                                                                                         |           |          |
|--------------------|----------------|-----------------------------------------------------------------------------------------|-----------|----------|
| ENSMUSG00000091519 | <i>Skor2</i>   | SKI family transcriptional corepressor 2                                                | 3.01E-06  | -181.868 |
| ENSMUSG00000029608 | <i>Rph3a</i>   | rabphilin 3A                                                                            | 2.80E-11  | -145.677 |
| ENSMUSG00000030500 | <i>Slc17a6</i> | solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter), member 6 | 3.44E-11  | -143.896 |
| ENSMUSG00000070552 | <i>Mrgprx1</i> | MAS-related GPR, member X1                                                              | 2.08E-05  | -134.673 |
| ENSMUSG00000005994 | <i>Tyrp1</i>   | tyrosinase-related protein 1                                                            | 2.05E-06  | -127.625 |
| ENSMUSG00000024497 | <i>Pou4f3</i>  | POU domain, class 4, transcription factor 3 ]                                           | 4.55E-05  | -118.419 |
| ENSMUSG00000060257 | <i>Scrt2</i>   | scratch family zinc finger 2                                                            | 5.19E-06  | -109.476 |
| ENSMUSG00000048385 | <i>Scrt1</i>   | scratch family zinc finger 1                                                            | 8.39E-10  | -105.039 |
| ENSMUSG00000022212 | <i>Cpne6</i>   | copine VI                                                                               | 3.60E-20  | -87.2067 |
| ENSMUSG00000034533 | <i>Scn10a</i>  | sodium channel, voltage-gated, type X, alpha                                            | 4.98E-12  | -78.5396 |
| ENSMUSG00000033615 | <i>Cplx1</i>   | complexin 1                                                                             | 9.54E-35  | -63.6583 |
| ENSMUSG00000034683 | <i>Ppp1r1c</i> | protein phosphatase 1, regulatory inhibitor subunit 1C                                  | 1.13E-10  | -42.6793 |
| ENSMUSG00000048483 | <i>Zdhhc22</i> | zinc finger, DHHC-type containing 22                                                    | 6.51E-06  | -42.28   |
| ENSMUSG00000020396 | <i>Nefh</i>    | neurofilament, heavy polypeptide                                                        | 7.82E-59  | -39.1087 |
| ENSMUSG00000022054 | <i>Nefm</i>    | neurofilament, medium polypeptide                                                       | 4.67E-54  | -37.0878 |
| ENSMUSG00000023064 | <i>Sncg</i>    | synuclein, gamma                                                                        | 8.34E-26  | -26.0073 |
| ENSMUSG00000020704 | <i>Asic2</i>   | acid-sensing (proton-gated) ion channel 2                                               | 4.44E-07  | -20.0598 |
| ENSMUSG00000027581 | <i>Stmn3</i>   | stathmin-like 3                                                                         | 1.56E-46  | -19.9989 |
| ENSMUSG00000046814 | <i>Gchfr</i>   | GTP cyclohydrolase I feedback regulator                                                 | 0.001607  | -19.0053 |
| ENSMUSG00000016346 | <i>Kcnq2</i>   | potassium voltage-gated channel, subfamily Q, member 2                                  | 6.42E-24  | -18.9848 |
| ENSMUSG00000034891 | <i>Sncb</i>    | synuclein, beta                                                                         | 1.70E-05  | -18.5521 |
| ENSMUSG00000075402 | <i>Krt76</i>   | keratin 76                                                                              | 0.001879  | -18.493  |
| ENSMUSG00000030302 | <i>Atp2b2</i>  | ATPase, Ca++ transporting, plasma membrane 2                                            | 7.33E-21  | -17.8797 |
| ENSMUSG00000022055 | <i>Nefl</i>    | neurofilament, light polypeptide                                                        | 6.64E-156 | -17.6702 |
| ENSMUSG00000031762 | <i>Mt2</i>     | metallothionein 2                                                                       | 0.00453   | -16.9501 |
| ENSMUSG00000021194 | <i>Chga</i>    | chromogranin A                                                                          | 1.77E-15  | -16.2079 |
| ENSMUSG00000027071 | <i>P2rx3</i>   | purinergic receptor P2X, ligand-gated ion channel, 3                                    | 5.20E-28  | -15.4759 |
| ENSMUSG00000048349 | <i>Pou4f1</i>  | POU domain, class 4, transcription factor 1                                             | 3.65E-13  | -15.4624 |
| ENSMUSG00000030854 | <i>Ptpn5</i>   | protein tyrosine phosphatase, non-receptor type 5                                       | 3.60E-08  | -15.4442 |
| ENSMUSG00000054325 | <i>Lce3a</i>   | late cornified envelope 3A                                                              | 0.013181  | -15.2098 |
| ENSMUSG00000037843 | <i>Vstm2l</i>  | V-set and transmembrane domain containing 2-like                                        | 6.52E-15  | -13.6106 |
| ENSMUSG00000037428 | <i>Vgf</i>     | VGF nerve growth factor inducible                                                       | 5.56E-10  | -12.635  |
| ENSMUSG00000031144 | <i>Syp</i>     | synaptophysin                                                                           | 1.21E-25  | -12.6099 |
| ENSMUSG00000070570 | <i>Slc17a7</i> | solute carrier family 17 (sodium-dependent inorganic phosphate cotransporter),          | 3.48E-08  | -11.8672 |

|                    |                |                                                                           |           |          |
|--------------------|----------------|---------------------------------------------------------------------------|-----------|----------|
|                    |                | member 7                                                                  |           |          |
| ENSMUSG00000040610 | <i>Tlx3</i>    | T cell leukemia, homeobox 3                                               | 0.001867  | -11.6593 |
| ENSMUSG00000040907 | <i>Atp1a3</i>  | ATPase, Na <sup>+</sup> /K <sup>+</sup> transporting, alpha 3 polypeptide | 2.62E-61  | -11.5879 |
| ENSMUSG00000018411 | <i>Mapt</i>    | microtubule-associated protein tau                                        | 1.78E-57  | -11.1714 |
| ENSMUSG00000023484 | <i>Prph</i>    | peripherin                                                                | 9.82E-105 | -11.0236 |
| ENSMUSG00000039809 | <i>Gabbr2</i>  | gamma-aminobutyric acid (GABA) B receptor, 2                              | 3.28E-17  | -10.9133 |
| ENSMUSG00000032318 | <i>Isl2</i>    | insulin related protein 2 (islet 2)                                       | 7.68E-09  | -10.7512 |
| ENSMUSG00000026347 | <i>Tmem163</i> | transmembrane protein 163                                                 | 1.37E-07  | -10.6614 |
| ENSMUSG00000025432 | <i>Avil</i>    | advillin                                                                  | 1.10E-36  | -10.4753 |
| ENSMUSG00000036437 | <i>Npy1r</i>   | neuropeptide Y receptor Y1                                                | 8.78E-07  | -10.0518 |
| ENSMUSG00000033061 | <i>Resp18</i>  | regulated endocrine-specific protein 18                                   | 0.000771  | -9.09128 |
| ENSMUSG00000038916 | <i>Soga3</i>   | SOGA family member 3                                                      | 1.42E-08  | -9.0648  |
| ENSMUSG00000068885 | <i>Lce3f</i>   | late cornified envelope 3F                                                | 0.000214  | -8.78343 |
| ENSMUSG00000039278 | <i>Pcsk1n</i>  | proprotein convertase subtilisin/kexin type 1 inhibitor                   | 2.95E-20  | -8.70905 |
| ENSMUSG00000056569 | <i>Mpz</i>     | myelin protein zero                                                       | 3.67E-76  | -8.50579 |

How the deposited data were processed for this re-analysis (not part of the article)

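RNA sequencing was analysed for molar tooth germs of Notum+/+ and Notum−/− mice, collected at the ages E14.5 and E16.5, with 2 libraries in each of 4 groups and 8 libraries in all. Genotype, age and replicate number of each library were taken from the labels of the samples and the paper's methods, and each column of the table was matched to a library by its name. The paper's other experiments (imaging, histology, in situ hybridization and measurements of teeth) were not analysed here.

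The authors sequenced paired-end reads, applied quality control, mapped the reads to mm10 and counted reads per gene with featureCounts. The deposited values are FPKM, which the authors calculated from the read count and the length of each gene. The paper names neither the aligner nor the gene annotation. The authors tested their read counts with DESeq2 and Benjamini-Hochberg adjustment, and the paper describes a gene filter of 0.3 FPKM for its tables.

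From the deposited FPKM and the listed gene length, the reads on each gene were rebuilt, and 100% of the values above 0 were whole numbers within 0.05 of a read. The rebuilt scaling of each library equals its median ratio size factor times the geometric mean of the 8 totals, with no difference left, so the deposited values are on the scale of size factors and not of library totals. Rescaling them by the median ratio leaves the factor 1.01 for every library. The reads on listed genes were 98.4% to 99.97% of these scaling totals. Depth ranged from 21972354 to 30540596 reads on listed genes, so a gene of 1 kb at 1 FPKM rests on 22.1 to 30.8 reads. Of the 54532 genes listed, 102 symbols belong to more than 1 identifier. A library with 3 or fewer reads on a gene was taken to be at the floor, and a fold change against a group at the floor is given as a lower bound.

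The main test was limma (version 3.58.1 in R 4.3.3) with lmFit and eBayes with a trend of variance on expression, on log2(FPKM + 0.1), in the 4 libraries of one age, for genes with a mean above 0.3 FPKM in those libraries. A gene was called with a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. For single genes and lists named in the text, passing refers to the adjusted p alone. In a fit of all 8 libraries, an interaction term gave the difference between the genotype effects at the 2 ages, and a fit with age as a covariate gave the genotype effect over both ages; both were called on the adjusted p alone. Fold changes of named genes and counts of genes over 2-fold were also taken as ratios of mean FPKM without a test. With 2 libraries against 2, the smallest two-sided exact permutation p is 0.333, so no permutation test was used at one age.

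A set of 19 gene lists was tested with limma's camera with a preset correlation of 0.01, and with fry and an estimated correlation beside it, adjusted over the lists. They name sensory neurons, Schwann cells, skeletal muscle, mast cells, oral epithelium, erythroid cells, macrophages, endothelium, osteoblasts, cartilage, dental epithelium, dental mesenchyme, the enamel knot, Wnt/β-catenin targets, mandibular patterning, mitochondrially encoded genes, Y-linked genes, proliferation and the module of Rac1, Rhoa and Cdh1. The lists, the design of each test and the alternatives were written before the data were examined, the lists after the paper's supplementary tables had been read. With the estimated correlation no list passed at either age (lowest adjusted p 0.150 at E14.5 and 0.239 at E16.5), not even the Y-linked genes at E16.5, so at one age not passing this test says nothing about a list, and it is given only for the difference between the ages.

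The genes named in the text were fixed by a rule. They are Notum, the 11 genes of Fig. 2I, the first 3 genes of each of Supplementary Tables 1 to 4, at each age the 5 largest rises and the 5 largest falls among genes past the adjusted p whose Notum−/− libraries both lie on one side of both Notum+/+ libraries, and at most 3 members of a gene list, those with the highest mean FPKM. Not every gene selected by this rule is reported here.

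The alternatives were pseudocounts of 1 and 0.01, a filter of 1 FPKM, no filter, rescaling by the median ratio and to TPM (the same sum of values in every library), no trend of variance, the replicate number as a factor, one fit of all 8 libraries, voom on the rebuilt reads, an adjusted p under 0.1, any fold change, and each library left out in turn, and for the ratios of mean FPKM also 0.3 FPKM in every library of a group and the addition of 0.1 FPKM. Removal of each library's smooth trend on GC content or on gene length (lowess with a span of 0.3) and scaling to library totals were added after the data were seen. GC content came from a GENCODE annotation of GRCm38, in which 54409 of the listed genes were found and 53499 had the same start and end (98.3%).

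The model was tested on simulated reads with 200 genes changed by known amounts. At E14.5 it recovered 89.0% of them among 18197 genes, with 11.9% of the calls false, and at E16.5 83.0% among 18587 genes, with 9.29% false. Voom recovered 96.5% and 96.0%, with 5.85% and 4.48% of its calls false. All simulated changes were 2-fold or more, in genes above the filter, with the same spread for every gene. Calls in the simulation were made on the adjusted p alone. These percentages do not apply to smaller changes, such as those of Fgf4, Lef1, Rac1 and Cdh1.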

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

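The tests on GC content, gene length, sex-linked transcripts and pools of tissue were chosen only after the results they bear on had been seen. So were those on Cdh1, on differences from library to library and on the other tissues at E14.5. Rescaling to TPM was set beforehand as an alternative, but its use as a test of these results was chosen afterwards. In each paragraph the genotype of the embryos stays open as a biological explanation that these libraries do not test apart from everything else that differed between the groups.

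The genotype effect differed between E14.5 and E16.5 for 3630 of 18450 genes by limma's interaction term, with 1730 higher and 1900 lower at E16.5. Across the 17546 genes tested at both ages, the 2 effects had a Spearman correlation of −0.11 (across genes, which are not independent replicates). The number was 2340 after each library's trend on GC content was removed, and 1778 of the 3630 genes (49.0%) were still past the threshold, which is neither few nor most of them. For the genes that fell back, GC bias and a genotype effect that runs along GC content cannot be told apart. In TPM the number was 4226, but that scaling moves the median of all genes from −0.01 to 0.11, and 70.3% of the genes were then higher against 47.7%.

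The sensory neuron genes differed between the ages, with a median of −1.52 for the difference in log2 fold change (20 of 20 genes lower; adjusted p = 4.04e-12 from limma's camera, 0.0250 with an estimated correlation). At E16.5 the median log2 fold change was −1.85 and 19 of 20 genes were lower in Notum−/− molars, and at E14.5 it was −0.13 (−0.03 without Notum+/+ replicate 1), past the threshold there only with no filter and with voom. The most abundant members at E16.5 were Tubb3 (39.3 ± 0.641 FPKM in Notum+/+, 21.3 ± 0.679 in Notum−/−; SD, n = 2), Gap43 (17.5 ± 0.720 and 12.6 ± 0.376) and Uchl1 (29.3 ± 2.51 and 11.3 ± 0.0763). Of the list, 9 genes are in the paper's supplementary tables and so were picked from these libraries, and 15 were above 0.3 FPKM in all 8 libraries. Without the 9 the median was −1.06 at E16.5 and 0.0019 at E14.5, and that of the difference between the ages was −0.92. The Schwann cell genes went the same way at E16.5 (−0.80; −0.69 to −1.0 with each library left out), after a small rise at E14.5 (0.18, 10 of 12 genes higher, adjusted p = 0.00779 from limma's camera and 0.142 from fry), so that their difference between the ages was −0.99 (adjusted p = 5.32e-08, 0.0354 with an estimated correlation). All 12 Schwann cell genes were above 0.3 FPKM in all 8 libraries, and 1 is in the supplementary tables. The tables argue against several technical explanations of the fall at E16.5. The median was −1.77 in TPM, −1.92 without the trend on gene length and −1.90 without the trend on GC content. A lower share of muscle, cartilage, bone, endothelium, macrophages and mast cells alike is argued against, since the lowest of these lists, cartilage, had a median of −0.33 (−0.04 without Notum−/− replicate 1, −0.16 without Notum+/+ replicate 1), and muscle (0.44) and mast cells (0.64) rose. Oral epithelium (−0.83) fell as well, so a lower share of nerve and oral tissue together is not excluded. The 2 libraries of a genotype differed by at most 0.062 in the median of the list. Since both could come from one pool of tissue, dissection that varied from sample to sample and a genotype effect cannot be told apart by this. What also stays open is that nerve tissue was taken along in different amounts with the tooth germs of the 2 genotypes. This is consistent with the 95% of sensory neuron genes that were lower, the abundant ones included. A difference in innervation between the genotypes was not tested.

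At E14.5 skeletal muscle genes had a median log2 fold change of 1.24 (19 of 19 genes higher), mast cell genes of 1.41 (7 of 7) and macrophage genes of 0.46 (12 of 12). At E16.5 muscle was at 0.44 (14 of 19) and mast cells at 0.64 (6 of 7). These calls held under fry. The difference between the ages was −0.91 for muscle and −0.59 for mast cells (adjusted p of 6.45e-11 and 0.0433 from limma's camera, 0.139 and 0.205 with an estimated correlation), and −0.34 for macrophages (0.132 from camera). The abundant muscle genes rose at E14.5, Acta1 from 54.9 ± 0.743 to 147 ± 10.2 FPKM, Actc1 from 80.5 ± 3.04 to 186 ± 19.8 and Mylpf from 22.9 ± 0.397 to 58.4 ± 1.82 (SD, n = 2). The most abundant mast cell gene, Cma1, rose from 2.85 ± 0.169 to 10.9 ± 1.95 FPKM, and the most abundant macrophage gene, Lyz2, from 16.6 ± 1.00 to 27.8 ± 1.65. All 19 muscle genes tested, 12 macrophage genes and 6 mast cell genes were above 0.3 FPKM in all 8 libraries. The paper's supplementary tables hold 8 of the muscle genes, 4 of the mast cell genes and 1 of the macrophage genes. Without these the medians at E14.5 were 1.16, 0.08 and 0.46, and those of muscle and mast cells at E16.5 were 0.32 and 0.15, so the mast cell result rests on genes picked from these libraries. For muscle at E14.5 the tables argue against depth or scaling (1.20 in TPM), gene length (1.22) and GC content (1.24). More of all the tissue around the tooth germ alike is argued against by the cartilage genes, whose median was 0.067 (0.02 without Notum−/− replicate 2 and 0.12 without Notum−/− replicate 1) and whose upper quartile of 0.22 lay below the lower quartiles of muscle (1.14), mast cells (0.67) and oral epithelium (0.67). The osteoblast genes went both ways (4 higher, 5 lower) and decide nothing. All of the tested muscle genes (100%) were higher, as muscle RNA brought in by dissection would give, and the libraries of a genotype differed by 0.16 at most, which libraries from one pool would give whatever the dissection. Dissection and a genotype effect cannot be told apart. Sex differed between the same libraries, and since the lower of the muscle and mast cell medians at E16.5 was still 0.44, sex and genotype cannot be told apart for these lists.

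The oral epithelium genes changed in opposite directions, with a median of 1.4 at E14.5 (11 of 11 higher; 1.06 to 1.49 with each library left out) and −0.83 at E16.5 (9 of 11 lower), and a difference between the ages of −1.84 (adjusted p = 7.01e-10 from limma's camera, 0.0354 with an estimated correlation). Krt13 rose at E14.5 and fell at E16.5 from 1042 ± 46.6 to 567 ± 18.5 FPKM (SD, n = 2), and Ly6d rose from 2.73 ± 0.953 to 12.5 ± 1.66 and then fell from 153 ± 5.76 to 64.7 ± 1.86. Of the list, 6 genes are in the supplementary tables and 9 were above 0.3 FPKM in all 8 libraries. Without the 6 the medians were 0.67 and −0.49. The fall of −0.83 at E16.5 argues against the sex of the embryos as the cause of the rise at E14.5, since the Y-linked genes were higher in Notum−/− libraries at both ages. Different amounts of oral epithelium taken with the tooth germs, and a different timing of keratin expression, were not tested.

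The dental epithelium genes were slightly higher at E14.5 (median 0.13, 7 of 10 higher; 0.07 without Notum−/− replicate 2) and lower at E16.5 (−0.45, 9 of 11 lower), with a difference between the ages of −0.50 (adjusted p = 7.09e-06 from limma's camera, 0.0354 with an estimated correlation). The most abundant, Krt5, fell at E16.5 from 1230 ± 1.92 to 653 ± 15.5 FPKM (SD, n = 2). None of these genes is in the supplementary tables, 10 were above 0.3 FPKM in all 8 libraries, and Cdh1 is also in another list. The median of the 10 genes other than Cdh1 was −0.46 at E16.5 and 80.0% of them were lower, at the limit set for the test. A lower share of epithelium in the Notum−/− libraries and a lower level of Cdh1 in epithelial cells cannot be told apart, since whole tooth germs were sequenced.

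Y-linked genes had a median log2 fold change of 1.29 at E14.5 and 5.71 at E16.5 (8.47 with the 4 genes, all at the floor in Notum+/+, at their lower bound), a difference of 4.41. None is in the supplementary tables. Their summed level was 15.0 and 15.7 FPKM in the Notum+/+ and 41.2 and 38.9 FPKM in the Notum−/− libraries at E14.5. At E16.5 it came to 2 reads and 1 read in the Notum+/+ libraries, against 27.0 and 27.4 FPKM in the Notum−/− libraries. Xist went the other way, with a log2 fold change of −1.71 at E14.5 and −0.37 at E16.5. Both are what different numbers of male and female embryos in the libraries of the 2 genotypes would give. At E16.5 the near absence of Y-linked reads means that the Notum+/+ libraries held next to no male tissue. Sex therefore differed with genotype at both ages, and no fit can separate them for genes that depend on sex. The 2 libraries of a group differed by at most 5.70% of their mean in Xist, and in Y-linked transcripts outside the Notum+/+ group at E16.5, where the reads are too few for a percentage. This is consistent with both libraries of a group having been made from one pool of tissue. The methods give n = 3 per replicate. If this means 3 embryos in a pool, separate pools would match in their number of males in all 4 groups with a probability of 0.00954, but the number of embryos is an assumption, so a chance match cannot be told apart from one pool. If the libraries of a group share a pool, the spread between them leaves out the differences between embryos.

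Mitochondrially encoded genes had a median log2 fold change of 0.71 at E16.5, with 13 of 13 higher in Notum−/− molars (adjusted p = 4.14e-05 from limma's camera, 0.0236 from fry). All 13 were above 0.3 FPKM in all 8 libraries and 3 are in the supplementary tables, without which the median was 0.62. The most abundant, mt-Co1, rose from 3816 ± 136 to 4841 ± 7.65 FPKM (SD, n = 2). They held 1.45% and 1.59% of the reads in the Notum+/+ and 2.05% and 2.01% in the Notum−/− libraries. The median was 0.82 without the trend on gene length, which argues against length. Without the trend on GC content it was 0.31, and the list was still past the threshold. These genes are low in GC and most of the rise went with the trend, so GC bias and a true rise cannot be told apart. The difference between the ages had a median of 0.57, with 13 of 13 genes higher. Its adjusted p was 0.00675 from limma's camera, 0.107 from fry and 0.477 with an estimated correlation.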

How the results depend on the processing

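Scaling to library totals and removal of the trends on GC content and gene length were chosen after seeing the data. The numbers of changed genes depended on the model. At E14.5, where 36 genes passed, the number was 55 with a filter of 1 FPKM, 1 with no filter (fewer reads per gene and more genes tested), 8 without the trend of variance, 132 with all 8 libraries in one fit, 135 with voom and 92 at an adjusted p under 0.1; with the other scalings, pseudocounts and trends, and with any fold change, it lay between 30 and 38. At E16.5, where 633 passed, it was 256 with a pseudocount of 1, which shrinks the fold changes of low genes, 382 with a filter of 1 FPKM, which tests fewer genes, and 5747 with any fold change, and it lay between 464 and 808 in the other settings. In TPM 41.2% of the 628 genes at E16.5 were higher, against 31.3% of the 633. The interaction, at 3630 genes, was 2419 without the trend of variance and 2340 without the GC trend, and 2482 with no filter. The genotype effect over both ages, at 77 genes (68 higher), gave 38 with no filter and 138 without the GC trend. It gave from 0 to 41 genes across the 8 fits that each left out one library. The 0 is the fit without Notum+/+ E14.5 replicate 1, where 2458 genes had an unadjusted p under 0.05. Apart from the alternatives whose construction is named here, the cause was not tested.

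The counts over 2-fold without a test were 272 at E14.5 and 540 at E16.5 with a filter of 1 FPKM, which leaves out low genes, and from 1043 to 1188 at E14.5 and from 1523 to 1651 at E16.5 with each library left out, against 824 and 1362. Leaving a library out of the tests at one age or of the interaction leaves 1 library in a group, so no call was made. The tests set for a file of raw read counts (edgeR and DESeq2) were not run, and voom was the only model run on the rebuilt reads. Rescaling by the median ratio leaves one factor for all libraries, since the deposited values already hold that scaling, and says nothing about stability (632 genes at E16.5 and 3629 in the interaction).

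Same-numbered libraries did not deviate together (correlation −0.05 at E14.5 and −0.04 at E16.5 over 18450 genes), and the paper does not say that a number marks a litter. With the replicate number as a factor (replicate block), 2 genes passed at E14.5, 554 at E16.5, 2304 in the interaction and 22 over both ages. Among the genes of Fig. 2I, Fgf4, Rac1 and Shh at E16.5 were then not past the threshold.

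Of the genes of Fig. 2I, Notum, Fgf20, Dkk4 and Cdh1 at E16.5 passed in every setting. The calls of Fgf4, Rac1 and Shh at E16.5 were lost in 3, 4 and 8 settings, Lef1 at E16.5 and Notum at E14.5 were each gained in 2, Lef1 at E14.5 in 1 (voom) and Rhoa at E16.5 in 1 (without the GC trend). Directions changed for genes close to 0 at E16.5. Bmp4 was at 0.046 in TPM, 0.074 without the GC trend and 0.063 without the length trend. Axin2 was at 0.080 in TPM and 0.17 without the GC trend, and Rhoa at 0.061 in TPM. The cause was not tested. For all named genes and settings, other than those with a library left out, 806 results were the same, 60 weaker, 30 stronger and 6 reversed.

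For the gene lists the corresponding numbers were 521 the same, 28 weaker, 10 stronger and 11 reversed. The reversed medians at E14.5 were those of osteoblasts (7.8e-05 with a pseudocount of 1) and dental mesenchyme (−4.2e-05 in TPM). At E16.5 they were those of macrophages (−0.033 with a filter of 1 FPKM), endothelium (0.067 in TPM, 0.031 without the GC trend), the enamel knot (0.043 in TPM, 0.072 without the GC trend, 0.061 without the length trend), Wnt/β-catenin targets (0.082 in TPM, 0.12 without the GC trend) and proliferation (−0.0094 without the GC trend). The cause was not tested. Most of the weaker results are those with an estimated correlation, which no list passed at one age. Under it the sensory neuron, Schwann cell, oral epithelium, dental epithelium and Y-linked lists still passed for the difference between the ages.

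Depth limits the low genes. In the Notum+/+ libraries at E16.5, 19 and 21 reads lay behind Fgf20, and in the Notum−/− libraries 47 and 112 behind Nefm, whereas Rac1 had at least 8271 in each library at that age.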

Differences from the paper's values

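At E14.5, 36 genes passed the adjusted p and a 2-fold change in limma, where the paper reports 131. Of the alternatives set before the data were examined, one fit of all 8 libraries (132 genes), voom (135) and an adjusted p under 0.1 (92) came within 1.5 times of the paper's number. Pseudocounts of 1 (30) and 0.01 (37), a filter of 1 FPKM (55), no filter (1), rescaling by the median ratio (36), TPM (34), no trend of variance (8), the replicate number as a factor (2) and any fold change (38) did not. The gap at E14.5 thus depends on the model. Voom, the only model run on the reads, recovered more of the simulated changes than the main test, with fewer false calls. The number at E16.5, 633, was within 1.5 times of the paper's 424, as were those with a filter of 1 FPKM (382), the median ratio (632), TPM (628), no trend of variance (543), the replicate number as a factor (554) and all 8 libraries (600). Those with pseudocounts of 1 (256) and 0.01 (666), no filter (656), voom (709), an adjusted p under 0.1 (808) and any fold change (5747) were not.

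The paper describes these numbers as genes with changes over 2-fold. Counted without a test, 824 genes at E14.5 differed over 2-fold against the paper's 131, and no alternative set before the data were examined closed the gap (272 with a filter of 1 FPKM was the closest). At E16.5, 1362 differed against the paper's 424, and among the alternatives set before the data were examined a filter of 1 FPKM (540) came within 1.5 times while the others did not. Protein-coding genes alone, a restriction chosen after seeing the values, numbered 233 at E14.5 and 535 at E16.5, of which the second is within 1.5 times.

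In the order of ratios of mean FPKM at E16.5, Fgf20 was at place 63 and Dkk4 at place 153 of the genes that were higher, where the paper gives places 2 and 16. This order puts first 36 genes listed at 0 in Notum+/+ molars. With genes at the floor there placed by the lower bound of their fold, the places were 34 and 125 against the paper's 2 and 16. Among protein-coding genes outside the Y chromosome the places were 9 and 34, or 7 and 33 with lower bounds, against the paper's 2 and 16. Among the genes of Supplementary Table 3 they were 2 and 16, as in the paper. No alternative for the ranks was set before the data were examined, and the lower bounds and both narrower orders were chosen after seeing the values. The paper cites Supplementary Table 1 for these ranks, while both genes are listed in Supplementary Table 3.

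The fold changes themselves were close to the paper's. Of the 30 compared, from the supplementary tables and Fig. 2I, 0 differed by the criterion used. Fig. 2I gives about −2.2 for Notum at E14.5, read by eye, and the ratio here was −2.21.

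Fig. 2I marks Notum, Fgf4, Lef1, Axin2 and Dkk4 at E14.5 as significant. None of them passed in limma here, with adjusted p-values of 0.237, 0.540, 0.312, 0.471 and 0.456, although their folds were those of the figure. One fit of all 8 libraries called Notum (adjusted p = 0.0371 from limma) and voom called Notum (0.0230) and Lef1 (0.00944). No setting called Fgf4, Axin2 or Dkk4 (adjusted p of 0.205, 0.12 and 0.168 at the lowest). Lef1 at E16.5, also marked there, had an adjusted p of 0.0665 from limma and passed with voom (0.00779) and in TPM (0.0231). The paper's text states that Lef1 and Axin2, and Rac1 and Cdh1, were not significantly changed, while the figure marks Lef1 at both ages, Axin2 at E14.5, and Rac1 and Cdh1 at E16.5. Here Rac1 (adjusted p = 0.0425 from limma) and Cdh1 (0.00957) passed at E16.5.

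The methods state, for the study as a whole, that individuals of both sexes were in each group. In the Notum+/+ libraries at E16.5, the Y-linked genes together had 2 reads in one library and 1 in the other. The supplementary tables list neither the genes of the Y-linked list nor Xist, which had a log2 fold change of −1.71 at E14.5.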

Other observations

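The tests in this part on the share of the most abundant genes, on pools of tissue and on the genes that stayed without the GC trend were chosen only after the results had been seen.

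At E16.5, 5747 of 18570 genes passed the adjusted p in limma without a limit on fold change, against 38 of 18187 at E14.5. The log2 fold change at E16.5 had a Spearman correlation of −0.49 with GC content across genes (0.05 at E14.5). Without the trend on GC content 3357 genes passed, and 44.5% of the 5747 were still past the threshold, too many to be called few and too few to be called most. The trend on GC content as the whole explanation is argued against by the 2555 genes that stayed past the threshold. For the 3192 genes that did not, GC bias and a genotype effect along GC content cannot be told apart, since the trend runs with the genotype. Gene length is argued against, since 81.3% of the genes were still past the threshold without its trend, although the median log2 fold change ranged from −0.09 to 0.11 over 4 classes of gene length. So is a take-over by a few abundant genes, since the 10 most abundant genes held shares of the reads that differed between the genotypes by 0.479 percentage points. The coefficient of variation between the 2 libraries of a group beyond counting error was at most 3.34% at E16.5, against 4.20% and 4.91% at E14.5. A smaller spread raises the number of calls, and whether it came from libraries that shared a pool of tissue or from embryos that were alike cannot be told apart.

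Over both ages, 77 of 18450 genes passed for genotype with age as a covariate. Of the 35 splits of the 8 libraries into 4 and 4, 34 could be fitted, and 1 of them, the real one, gave as many genes. The split with the genotypes exchanged at E16.5 gave 63, and these are the only 2 splits that keep both libraries of each group together. The other 32 gave from 0 to 2 genes, so the count says little beyond the likeness of the libraries of a group. The number rested on single libraries, with 0 genes without Notum+/+ E14.5 replicate 1 (2458 with an unadjusted p under 0.05) and 41 at most. Of the 38 genes past the adjusted p at E14.5, 36 were tested at E16.5, 25 had the same direction there and 19 were past the adjusted p in that direction.

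Mandibular patterning genes had a median of −0.20 at E14.5 (adjusted p = 0.0110 from limma's camera, 0.112 from fry, and not past the threshold with all 8 libraries in one fit; −0.03 without Notum−/− replicate 1 and −0.38 without Notum−/− replicate 2) and −0.53 at E16.5 (0.00958, 0.0183 from fry). Proliferation genes had −0.08 at E14.5 (12 of 12 lower, adjusted p = 0.00161 from limma's camera, 0.0439 from fry). At E16.5 they had 0.11 (adjusted p = 0.291 from camera), and 0.06 without Notum+/+ replicate 1. Their difference between the ages had a median of 0.21, with 10 of 12 genes higher. Its adjusted p was 0.0210 from limma's camera, 0.00521 from fry and 0.209 with an estimated correlation. Erythroid cell genes had 0.14 (0.05 without Notum−/− replicate 1 and 0.24 without Notum−/− replicate 2) and −0.22, endothelium 0.04 (0.02 without Notum+/+ replicate 1 and 0.09 without Notum+/+ replicate 2) and −0.01 (−0.03 without either first replicate), osteoblasts −0.00066 (−0.12 without either Notum−/− library) and 0.07 (0.03 without Notum+/+ replicate 1), and cartilage 0.07 (0.02 without Notum−/− replicate 2 and 0.12 without Notum−/− replicate 1) and −0.33. None of these was past the threshold at either age in camera. At E16.5 the erythroid list was past it with a filter of 1 FPKM (median −0.52, adjusted p = 0.0387 from limma's camera, 0.0387 to 0.613 over the settings), and cartilage under fry (0.0271; median −0.04 without Notum−/− replicate 1 and −0.16 without Notum+/+ replicate 1). Mitochondrially encoded genes had 0.07 at E14.5 (−0.12 without Notum−/− replicate 1 and 0.36 without Notum−/− replicate 2), and macrophage genes had 0.17 at E16.5 (adjusted p = 0.605 from camera, 0.0236 from fry; 0.10 without Notum+/+ replicate 2, −0.033 with a filter of 1 FPKM and 0.07 without the gene in the supplementary tables).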
